# Minocycline-induced disruption of the intestinal FXR/FGF15 axis impairs osteogenesis in mice

**DOI:** 10.1172/jci.insight.160578

**Published:** 2023-01-10

**Authors:** Matthew D. Carson, Amy J. Warner, Jessica D. Hathaway-Schrader, Vincenza L. Geiser, Joseph Kim, Joy E. Gerasco, William D. Hill, John J. Lemasters, Alexander V. Alekseyenko, Yongren Wu, Hai Yao, J. Ignacio Aguirre, Caroline Westwater, Chad M. Novince

**Keywords:** Bone Biology, Endocrinology, Osteoclast/osteoblast biology

## Abstract

Antibiotic-induced shifts in the indigenous gut microbiota influence normal skeletal maturation. Current theory implies that gut microbiota actions on bone occur through a direct gut/bone signaling axis. However, our prior work supports that a gut/liver signaling axis contributes to gut microbiota effects on bone. Our purpose was to investigate the effects of minocycline, a systemic antibiotic treatment for adolescent acne, on pubertal/postpubertal skeletal maturation. Sex-matched specific pathogen–free (SPF) and germ-free (GF) C57BL/6T mice were administered a clinically relevant minocycline dose from age 6–12 weeks. Minocycline caused dysbiotic shifts in the gut bacteriome and impaired skeletal maturation in SPF mice but did not alter the skeletal phenotype in GF mice. Minocycline administration in SPF mice disrupted the intestinal farnesoid X receptor/fibroblast growth factor 15 axis, a gut/liver endocrine axis supporting systemic bile acid homeostasis. Minocycline-treated SPF mice had increased serum conjugated bile acids that were farnesoid X receptor (FXR) antagonists, suppressed osteoblast function, decreased bone mass, and impaired bone microarchitecture and fracture resistance. Stimulating osteoblasts with the serum bile acid profile from minocycline-treated SPF mice recapitulated the suppressed osteogenic phenotype found in vivo, which was mediated through attenuated FXR signaling. This work introduces bile acids as a potentially novel mediator of gut/liver signaling actions contributing to gut microbiota effects on bone.

## Introduction

The gut microbiota is the collection of microorganisms colonizing the gastrointestinal tract. Gut microbiota interactions with the host influence the development and homeostasis of host tissues, both locally in the gut and at distant extragastrointestinal sites (1–4). The gut microbiota regulates the actions of bone cells, which affects normal postnatal skeletal development (5–8). We and others have recently shown that the composition of the healthy indigenous gut microbiota critically influences normal skeletal maturation (7, 8).

Antibiotic-induced shifts in the indigenous gut microbiota can cause a dysbiotic relationship between the host and gut microbes, which has detrimental effects on host physiology and metabolism (4, 9–12). The gut microbiota’s resiliency to recover from antibiotic-induced dysbiosis is impaired by antibiotic administration during critical developmental windows and extensive courses of antibiotic therapy (9–12). We have shown previously that antibiotic-induced gut dysbiosis during early life has lasting effects on hepatic metabolism and postnatal skeletal development (13). We have also previously demonstrated that antibiotic-induced gut dysbiosis during the pubertal/postpubertal growth phase has detrimental effects on skeletal maturation (14).

The pubertal/postpubertal growth phase is a critical window of skeletal maturation (15–17). Adolescence, which encompasses the pubertal/postpubertal developmental stage, is a period of rapid growth and maturation between childhood and young adulthood. Clinical studies evaluating the accrual of bone mass across the life span have shown that up to 40%–50% of peak bone mass accrual is realized during adolescence (15–17). Optimizing the attainment of bone mass during adolescence is an important determinant of osteoporosis and fracture risk throughout life (15, 18, 19).

Gut microbiota actions regulating bone cell functions are mediated by microbially derived ligands and metabolites (20, 21). However, the signaling mechanisms are poorly understood. Our published work (7, 22) has challenged the current paradigm that gut microbiota actions on the skeleton occur through a direct signaling axis from gut to bone (20, 21). We previously showed that the gut microbiota modulates liver-derived factors that signal at bone cells, which supported proposing that a gut/liver signaling axis contributes to gut microbiota’s effects on bone metabolism (7, 22). Herein, we introduce bile acids as a potentially novel mediator of gut/liver signaling actions contributing to gut microbiota effects on the skeleton.

The intestinal farnesoid X receptor (FXR)/fibroblast growth factor 15 (FGF15) axis is a gut/liver endocrine axis that suppresses hepatic bile acid synthesis to support systemic bile acid homeostasis (23–29). Primary bile acids are synthesized from cholesterol in the liver, conjugated with taurine or glycine, and excreted into the intestine, where the microbiota metabolizes them (23–29). Bile acids act as agonists or antagonists at the nuclear FXR, which intestinal enterocytes express at high levels (23–29). Bile acid activation of enterocyte/FXR induces the production of intestinal FGF15 (rodent ortholog of human FGF19) (23–29). Intestinal FGF15/19 is a hormone-like factor that signals at hepatocyte/fibroblast growth factor receptor 4 (FGFR4) to suppress cholesterol 7α-hydroxylase–mediated (CYP7A1-mediated) liver bile acid synthesis and support systemic bile acid homeostasis (23–29).

Bozadjieva-Kramer et al. performed vertical gastrectomy-induced osteopenia studies in intestinal specific FGF15-null mice, revealing that intestinal FGF15 has positive effects on skeletal metabolism (30). The authors postulated that intestinal FGF15 protects against bone loss by restricting serum bile acid levels, but the role of the intestinal FXR/FGF15 axis and serum bile acids were not investigated (30). Appreciating that the FXR/FGF15 axis regulates endogenous intestinal FGF15 production, work by Bozadjieva-Kramer et al. supports the concept that the intestinal FXR/FGF15 axis is a candidate regulator of bone metabolism.

Gut microbiota metabolism of intestinal bile acids modulates the intestinal FXR/FGF15 axis and systemic bile acid homeostasis. Intestinal bacteria encode unique enzymes that differentially deconjugate bile acids and transform primary bile acids to secondary bile acids (25, 26, 31, 32). Therefore, changes in the composition of gut bacterial communities alter the microbial biotransformation of intestinal bile acids (25, 26, 31, 32). Of interest, prior reports have shown that drug-induced modifications in gut bacteria composition/function alter the intestinal bile acid pool’s capacity to activate the intestinal FXR/FGF15 axis (33–36).

The purpose of this study was to investigate the effects of minocycline, a common systemic tetracycline antibiotic treatment for adolescent acne, on pubertal/postpubertal skeletal maturation. Acne is the most common skin condition and afflicts about 85% of adolescents and young adults (37–39). Roughly one-third of adolescents and young adults with acne are prescribed systemic antibiotics at antimicrobial doses, and about 40% of these patients are administered minocycline (39–43). The mean duration of systemic antibiotic therapy for acne in adolescents and young adults ranges from 4 to 11 months (39–43). Systemic minocycline therapy has been shown to cause shifts in the healthy gut microbiome of humans and rodents (44–47). However, minocycline effects on bile acid metabolism and skeletal maturation are unknown. This report demonstrates that minocycline-induced gut dysbiosis during pubertal/postpubertal growth suppresses osteoblast function and impairs skeletal maturation. Minocycline-induced detrimental effects on osteogenesis were linked to disruption of the intestinal FXR/FGF15 axis and dysregulated serum bile acids. This work reveals that bile acids are a potentially novel mediator of gut/liver signaling actions contributing to gut microbiota effects on bone metabolism.

## Results

### Study design and timeline.

We treated C57BL/6T mice with a clinically relevant minocycline dose or vehicle control to determine whether antibiotics administered during the pubertal/postpubertal growth phase affect skeletal maturation. The study timeline was designed to model the clinical administration of antibiotics to adolescents for acne treatment. Treatment was initiated at age 6 weeks since C57BL/6 mice typically reach puberty by age 5 to 6 weeks (48). Further, age 6 weeks is the onset of the pubertal/postpubertal phase of skeletal growth and maturation in C57BL/6 mice (49, 50). Experimental groups were euthanized at age 12 weeks, which is when bone modeling/growth is principally complete in C57BL/6 mice (51, 52). Six weeks after antibiotic therapy, experimental groups were euthanized at age 18 weeks, the age when the skeleton is considered mature in C57BL/6 mice (52, 53).

Male C57BL/6T mice were administered minocycline from age 6 to 12 weeks, both under specific pathogen–free (SPF) and germ-free (GF) barrier conditions. We euthanized the male mice at age 12 weeks, to determine whether minocycline effects on skeletal maturation are dependent on the gut microbiota (Figure 1A). In a separate experiment, female C57BL/6T SPF mice were administered minocycline from age 6 to 12 weeks. The female SPF mice were euthanized at ages 12 and 18 weeks, to evaluate sex differences and immediate and sustained antibiotic treatment effects (Figure 1B).

### Minocycline therapy during pubertal/postpubertal growth impairs skeletal maturation and suppresses osteoblastogenesis.

Treating male SPF mice with a clinically relevant minocycline dose from age 6 to 12 weeks (Figure 1A) did not alter the colonic bacterial load (Figure 2A). However, minocycline caused phylum-level shifts in the colonic bacteriome, with reduced presence of Actinomycetota and Bacteroidota (formerly Actinobacteria and Bacteroidetes) (54) (Figure 2B).

Body weight, body length, and tibia length were similar in minocycline- versus vehicle-treated male SPF mice (Supplemental Figure 1, A–D; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.160578DS1), which implies minocycline did not disrupt normal somatic growth processes. Distal femur (Figure 2, C–E) and proximal tibia (Figure 2, F–H) micro-CT analyses showed that minocycline blunted the trabecular bone volume fraction and bone mineral density in male SPF mice. The inferior trabecular bone volume fraction in the distal femur and the proximal tibia was attributed to a decrease in trabecular number (Supplemental Figure 1, E and H). Micro-CT analyses of cortical bone parameters in the mid-diaphysis of the femur (Supplemental Figure 1, K–N) and tibia (Supplemental Figure 1, O–R) showed that minocycline did not affect cortical bone area fraction, cortical thickness, or cortical bone mineral density in male SPF mice.

Minocycline therapy did not affect TRAP^+^ osteoclast cell numbers lining trabecular bone in the proximal tibia of male SPF mice (Figure 2, I and J). Serum C-terminal telopeptides of type I collagen (CTX-I), a marker for osteoclast resorptive function, was similar in minocycline- versus vehicle-treated male SPF mice (Figure 2K). No differences were found in the number of osterix^+^ osteoblasts lining trabecular bone surfaces of the proximal tibia in minocycline- versus vehicle-treated male SPF mice (Figure 2, L and M). Dynamic histomorphometric analysis in calcein pulse-labeled lumbar vertebrae sections demonstrated minocycline treatment did not alter the mineralized surface per bone surface (Supplemental Figure 1S) but blunted the trabecular mineral apposition rate and bone formation rate (Figure 2, N–P). We validated that minocycline therapy suppresses osteoblast function by assessing serum bone formation markers, N-terminal propeptide of type 1 procollagen (P1NP) and osteocalcin (OCN). Paralleling the blunted mineral apposition and bone formation rates (Figure 2, N–P), serum P1NP and OCN (Figure 2Q) were suppressed in minocycline- versus vehicle-treated male SPF mice. Gut microbiota actions promoting osteoclastogenesis and suppressing osteoblastogenesis have been linked to changes in circulating levels of tumor necrosis factor (TNF) and/or insulin-like growth factor 1 (IGF-1) (5, 6, 14, 22). However, minocycline therapy did not alter serum levels of TNF (Figure 2R) or IGF-1 (Figure 2S). These data reveal that minocycline therapy impairs pubertal/postpubertal skeletal maturation in SPF mice through suppressed osteoblast function, which does not appear to be attributed to altered circulating levels of TNF or IGF-1.

### Minocycline does not alter gastrointestinal immunity or cause cytotoxic effects in kidney or liver.

Considering that antibiotic-induced changes in the gut microbiota can dysregulate gastrointestinal and systemic immunity (9–12), we performed flow cytometric analysis in the mesenteric lymph nodes (MLNs) and spleen. The frequency of M1 macrophages was similar in the MLNs and spleen of minocycline- versus vehicle-treated male SPF mice (Figure 3A). Minocycline treatment had no effect on conventional dendritic cells in gut-draining MLNs but reduced conventional dendritic cells in the spleen (Figure 3B). Activated T helper cells (Figure 3C), T_H_17 cells (Figure 3D), and T_REG_ cells (Figure 3E) were not different in the MLNs or spleen of minocycline- versus vehicle-treated male SPF mice. These results demonstrate that minocycline does not induce a proinflammatory response in SPF mice.

Systemic minocycline therapy has been linked with hepatoxicity, nephritis, and thyroid dysfunction, leading to adverse effects on host health (55–58). Importantly, liver, kidney, and thyroid function regulate skeletal metabolism (55, 59–61). Histopathology studies did not detect minocycline-induced toxicity effects in the kidney or liver of male SPF mice (Figure 3F). Serum clinical chemistry analyses ruled out minocycline-induced changes in mineral homeostasis (calcium, phosphorus) and markers for compromised kidney and liver function (blood urea nitrogen, albumin, alanine aminotransferase, alkaline phosphatase, total protein) (Figure 3G). Minocycline did not alter the serum levels of thyroid-stimulating hormone (TSH) in male SPF mice (Figure 3H). These findings support that minocycline did not cause cytotoxic effects in the kidney, liver, or thyroid of male SPF mice.

Liver weight per body weight was decreased in minocycline- versus vehicle-treated male SPF mice (Figure 3I). In line with prior reports showing that liver weight correlates with alterations in hepatic glycogen content (62, 63), the minocycline-induced decreased liver weight was associated with reduced hepatic glycogen (Figure 3, J and K). Notably, prior reports have shown that antibiotic disruption of the gut microbiota reduces liver weight per body weight in rodents (64, 65).

### Minocycline effects on skeletal maturation and liver are microbiota dependent.

To discern if minocycline treatment effects observed in male SPF mice are dependent on the microbiota, we administered minocycline to male C57BL/6T GF mice from age 6 to 12 weeks (Figure 1A). 16S analyses of colonic contents validated that GF mice were devoid of microbes (Supplemental Figure 3A). Minocycline did not alter the body weight, body length, or tibia length in male GF mice (Supplemental Figure 3, B–E). Micro-CT analysis in the tibia demonstrated that minocycline did not affect trabecular bone (Figure 4, A–C, and Supplemental Figure 3, F–H) or cortical bone (Supplemental Figure 3, I–L) outcomes in male GF mice. There were no differences in serum TSH levels in minocycline- versus vehicle-treated male GF mice (Supplemental Figure 3M). Liver weight per body weight (Figure 4D) and hepatic glycogen content (Figure 4, E and F) were similar in minocycline- versus vehicle-treated male GF mice. Study outcomes in the GF murine model support that minocycline effects on the skeleton and liver are dependent on the gut microbiota. Importantly, results reported here are consistent with prior antibiotic administration studies in GF animals; antibiotic effects on postnatal growth and maturation depend on the gut microbiota (66, 67).

We simulated primary osteoblastic cells in culture with minocycline (Supplemental Figure 4) to rule out direct minocycline effects on osteoblastogenesis. Bone marrow stromal cells (BMSCs) were isolated from untreated male 10-week-old C57BL/6T SPF mice and cultured in osteogenic media to differentiate the cells into osteoblasts. Osteoblast cultures were then supplemented with no treatment control or minocycline for 14 days. A 1.25 μg/mL minocycline dose was chosen because pharmacokinetics studies have shown that orally administering a therapeutic minocycline dose results in plasma minocycline concentrations of at least 1.0 μg/mL for 8 to 12 hours (68, 69). Minocycline treatment did not alter the mineralization potential of osteoblasts (Supplemental Figure 4), which is in agreement with prior reports showing that therapeutic plasma levels of minocycline do not suppress the osteogenic potential of cultured osteoblasts (39, 69).

### Minocycline has lasting detrimental effects on the skeleton and liver.

To determine whether minocycline treatment effects on the microbiota, skeleton, and liver are sex dependent, female SPF mice were administered a clinically relevant dose of minocycline from age 6 to 12 weeks and euthanized at age 12 weeks (Figure 1B). Similar to study outcomes in male SPF mice (Figure 2), minocycline perturbed the gut microbiota and impaired pubertal/postpubertal skeletal maturation in female SPF mice at age 12 weeks (Figure 5, A–I). 16S rDNA analyses showed that the colonic contents in minocycline-treated mice had reduced Bacteroidota and increased Bacillota (formerly Firmicutes) (54) (Figure 5B). In line with findings observed in male SPF mice, somatic growth outcomes were similar in 12-week-old minocycline- versus vehicle-treated female SPF mice (Supplemental Figure 5, A–D). Similar to male SPF mice, trabecular bone volume fraction, bone mineral density (Figure 5, C–E), and trabecular number (Supplemental Figure 5E) were decreased in the distal femur of minocycline-treated female SPF mice at age 12 weeks. Cortical bone area fraction, cortical thickness, and cortical bone mineral density were similar in the femur mid-diaphysis of minocycline- versus vehicle-treated female SPF mice at age 12 weeks (Supplemental Figure 5, H–K). Biomechanical loading analysis revealed that minocycline therapy increased the stiffness (Supplemental Figure 5L) and reduced the ultimate deflection required to fracture the tibia (Supplemental Figure 5M). Considering both cortical and trabecular bone properties are an important determinant of bone strength (70–72), the impaired fracture resistance observed in 12-week-old minocycline-treated female SPF mice appears to be attributed to inferior trabecular bone properties. Minocycline therapy did not alter osteoclast (Supplemental Figure 5, N and O) or osteoblast (Supplemental Figure 5, P and Q) numbers lining trabecular bone in 12-week-old female SPF mice. Consistent with the suppressed osteogenic phenotype found in male SPF mice (Figure 2), minocycline blunted the trabecular mineral apposition and bone formation rates in lumbar vertebrae (Figure 5, F–H) and decreased serum P1NP levels (Figure 5I) in 12-week-old female SPF mice. Similar to male SPF mice, liver weight per body weight (Supplemental Figure 5S) and hepatic glycogen content (Figure 5, J and K) were decreased in minocycline- versus vehicle-treated female SPF mice at age 12 weeks.

To determine whether minocycline has sustained effects on the gut microbiota, skeleton, and liver, female SPF mice were administered minocycline versus vehicle treatment from age 6 to 12 weeks and euthanized at age 18 weeks (Figure 1B). Phylum-level shifts were not detected in the colonic bacteriome of minocycline- versus vehicle-treated female SPF mice at age 18 weeks (Figure 5M). The minocycline-induced impaired trabecular bone phenotype (Figure 5, N–P) and ultimate deflection required to fracture the tibia (Supplemental Figure 6M) persisted in female SPF mice at age 18 weeks. Cortical bone outcomes were not different in minocycline- versus vehicle-treated female SPF mice at age 18 weeks (Supplemental Figure 6, H–K). Six weeks after ceasing antibiotic administration, osteoclast numbers (Supplemental Figure 6, N and O) and osteoblast numbers (Supplemental Figure 6, P and Q) remained similar, and the blunted osteoblast function phenotype was sustained (Figure 5, Q–T) in minocycline-treated female SPF mice at age 18 weeks. The minocycline-induced decreased liver weight per body weight (Supplemental Figure 6S) and reduced hepatic glycogen content (Figure 5, U and V) also persisted 6 weeks after terminating antibiotic administration. These results reveal that minocycline therapy during the pubertal/postpubertal growth phase has lasting effects on the skeleton and the liver.

### Minocycline causes sustained shifts across taxa in the gut bacteriome.

The resiliency of the gut microbiota to recover from antibiotic-induced dysbiosis is impaired by long-term antibiotic treatment regimens and antibiotic administration during critical phases of development (9–12). Considering sustained alterations in gut bacterial communities have been shown to have lasting detrimental effects on host health (4, 9–12), we performed advanced 16S rDNA sequencing of colonic contents from minocycline- versus vehicle-treated female SPF mice. Whereas our 16S qRT-PCR analysis was limited to evaluating targeted phylum-level changes (Figure 5, B and M), performing advanced 16S rDNA sequencing of colonic contents facilitated assessing comprehensive changes across bacterial taxa communities (Figure 6).

The alpha biodiversity, which measures the number of species present in an ecosystem, was reduced by 60% in the colonic bacteriome of minocycline- versus vehicle-treated female SPF mice at age 12 weeks (Figure 6A). Minocycline induced dysbiotic shifts across bacterial taxa in female SPF mice (Supplemental Data 1 — Bacterial Relative Abundance Table). In line with 16S qRT-PCR outcomes (Figure 5B), 16S rDNA-sequencing studies showed that minocycline treatment increased phylum Bacillota and decreased phylum Bacteroidota in the colonic bacteriome of female SPF mice at age 12 weeks (Figure 6B and Supplemental Figure 7A). Further, phylum Mycoplasamatota (formerly Tenericutes) (54) was undetectable in the colonic bacteriome of minocycline-treated 12-week-old female SPF mice (Figure 6B and Supplemental Figure 7A). Eight genera differed in the colonic contents of minocycline- versus vehicle-treated 12-week-old female SPF mice (Figure 6C). Minocycline treatment decreased the abundance of *Bacteroides*, *Ruminococcaceae UCG-014*, *Parabacteroides*, *Clostridium sensu stricto I*, and *Ruminococcus I*, and increased the abundance of *Ruminococcaceae UCG-005*, *Erysipelatoclostridium*, and *Eggerthella*, in female SPF mice at age 12 weeks (Figure 6C).

The minocycline-induced gut dysbiosis persisted 6 weeks after the cessation of antibiotic therapy. The alpha biodiversity of the colonic bacteriome remained reduced by 30% in minocycline- versus vehicle-treated female mice at age 18 weeks (Figure 6D). Corroborating 16S qRT-PCR outcomes (Figure 5M), 16S advanced sequencing showed that 6 weeks after terminating antibiotic therapy, the abundance of phyla Bacillota and Bacteroidota was similar in minocycline- versus vehicle-treated female SPF mice (Figure 6E and Supplemental Figure 7B). The abundance of phylum Mycoplasamatota was increased in minocycline- versus vehicle-treated female SPF mice at age 18 weeks (Figure 6E and Supplemental Figure 7B). At the genera level, the abundance of *Parabacteroides* was decreased and *Romboutsia* was increased (Figure 6F). Outcomes from advanced 16S rDNA sequencing studies show that long-term minocycline therapy during the pubertal/postpubertal growth phase impairs the colonic bacteriome’s ability to recover to a stable state.

### Minocycline causes persistent dysregulation of hepatic genes.

Antibiotic perturbations of the healthy gut microbiota have been linked to changes in liver metabolism (13, 64, 65). Therefore, RNA-Seq was performed in left liver lobes of vehicle- versus minocycline-treated female SPF mice (Figure 7 and Supplemental Data 2 – Liver RNA-Seq Transcript Count Table). 

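RNA was sequenced from the left liver lobe of 20 female SPF mice, which had received vehicle (VEH) or minocycline (MINO), a tetracycline antibiotic, from age 6 to 12 weeks. The dose was 100 mg/L according to the deposited description of the study. Livers were taken at age 12 weeks, when dosing ended, or at age 18 weeks, with 5 mice in each of the 4 groups. The paper's transcript count table lists 4 mice per group, as does Figure 7. These are VEH mice 41, 42, 44 and 45 and MINO mice 46, 47, 48 and 51 at age 12 weeks, and VEH mice 64, 66, 67 and 69 and MINO mice 70, 71, 72 and 74 at age 18 weeks. VEH mouse 40, MINO mouse 50, VEH mouse 65 and MINO mouse 75 are not among them, and the paper's text gives no reason for leaving them out. Results are given first for the mice the paper lists and then for all 5 mice per group. The authors deposited a table for each age with 17121 gene symbols, made with Partek software. Libraries had been made from polyadenylated RNA with a strand-specific kit. The values are CPM, the reads assigned to each gene scaled to the same total in every library, with 0.0001 added to every value. The paper's text does not name the aligner, the genome build or the annotation. Its online Supplemental Methods may name them and were not read. Low values in each column rise in steps of the CPM of 1 read, from which the depth was estimated. To the nearest 10000 reads, it was 12480000 to 20730000 (median 19380000) in the listed VEH mice and 19610000 to 28630000 (median 22080000) in the listed MINO mice at age 12 weeks. The ranges at age 18 weeks were 22990000 to 24860000 (median 23920000) and 22650000 to 29910000 (median 25920000). VEH mice 40 and 65 had 21550000 and 23840000 reads, and MINO mice 50 and 75 had 19270000 and 25540000. In each mouse, 73.3% to 77.4% of the values checked were whole reads, so the read counts could not be recovered and no count-based test was used. The smallest value that 3 reads give was 0.1 to 0.24 CPM, a floor that covers counting error only. Minocycline was compared with vehicle separately at each age with limma on log2(CPM + 0.5), over genes with a mean of at least 1 CPM, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes near 0.5 CPM. The paper's criteria of P under 0.05 and at least 2-fold were applied to the unadjusted limma p-value, since Figure 7 names no adjustment and the text states no filter on low values. Single genes were also compared with a 2-sided exact permutation test on the log2 values, whose smallest p is 0.0286 for 4 mice against 4 and 0.00794 for 5 against 5.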

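At age 12 weeks, 13188 genes passed the filter in the 8 mice the paper lists. An unadjusted limma p-value under 0.05 was found for 2568 of them, where chance gives 659. Of the 35 ways to split these mice into 4 and 4, 2 gave at least as many. Of the 2568, 338 were higher and 2230 were lower in minocycline- versus vehicle-treated mice. After each library was rescaled by its median ratio to the geometric mean, which evens out the split by construction, 1065 were higher and 1223 lower. With Benjamini-Hochberg adjustment, 0 genes had an adjusted limma p-value under 0.05, and the lowest was 0.0879. By the unadjusted p-value and at least a 2-fold difference, 38 genes were higher and 91 were lower. The 4 MINO values all lay on 1 side of the 4 VEH values in 1575 of the 13188 genes, where chance gives 2.86% of genes, and in 13 of the 38 and 49 of the 91, whose selection by p-value and fold favors it. With VEH mouse 40 and MINO mouse 50 added, 1364 genes had an adjusted limma p-value under 0.05, of which 129 were higher and 1235 lower, and the 2-fold criteria gave 46 higher and 119 lower genes. Both sets of mice gave 36 of the higher and 80 of the lower genes. Among the settings chosen in advance, a minimum mean of 10 CPM gave 22 higher and 32 lower genes by the 2-fold criteria, and a pseudocount of 0.1 gave 49 and 171. Of the genes drawn in Figure 7A, all 14 higher genes and 15 of the 16 lower genes met the 2-fold criteria, in the listed mice and in all 5 per group. The other, *Adnp*, had a log2 fold change of -0.97 in the listed mice and -0.996 in all 5 per group. Of the 50-base stretches of its longest transcript, 89.0% also occur in the overlapping gene *Gm20716*, so its reads could have been split. After the rescaling, 8 of the 16 lower genes and all 14 higher genes met the criteria. With each listed mouse left out in turn, 8 to 16 of the lower and 12 to 14 of the higher genes did. The 8 were found without VEH mouse 44. The adjusted limma p-values of the 30 genes ran from 0.0879 to 0.159 in the listed mice, and 28 of them were under 0.05 in all 5 per group.
*Tsku* had the highest log2 fold change of the genes in Figure 7A in both sets of mice. It was 64.3 ± 61.8 CPM (SD, n = 4) in VEH mice and 174 ± 49.7 CPM (SD, n = 4) in MINO mice, a log2 fold change of 1.78 (standard error 0.478, adjusted p = 0.130 from limma), with an exact permutation p of 0.0857 and 1.48 to 2.34 when each mouse was left out in turn. The SD in VEH mice was as large as the mean because mouse 45 had 156 CPM and the other 3 had 25.8 to 42.3 CPM. Its value was 31.0 CPM in VEH mouse 40 and 280 CPM in MINO mouse 50, and over all 5 mice per group the log2 fold change was 2.06 (standard error 0.419, adjusted p = 0.0184 from limma). *Slc30a10* and *Syne1* had the lowest log2 fold changes of these genes in the listed mice, while *Nr1d1* and *Depp1* had the lowest in all 5 per group. *Slc30a10* fell from 58.1 ± 20.7 to 22.7 ± 10.5 CPM (SD, n = 4), a log2 fold change of -1.35 (standard error 0.326, adjusted p = 0.125 from limma, exact permutation p = 0.0571). VEH mouse 40 had 52.2 CPM and MINO mouse 50 had 23.5 CPM, and all 5 per group gave -1.31 (adjusted p = 0.0184 from limma). *Syne1* fell from 30.0 ± 7.03 to 12.1 ± 5.03 CPM (SD, n = 4), a log2 fold change of -1.32 (standard error 0.258, adjusted p = 0.125 from limma), and every MINO mouse was below every VEH mouse (exact permutation p = 0.0286). Mouse 40 had 31.3 CPM and mouse 50 had 10.8 CPM, and all 5 per group gave -1.35 (adjusted p = 0.0137 from limma). After correction of each library for transcript length and GC content, a choice made after seeing the values, *Syne1* was no longer lower by 2-fold (log2 fold change -0.91). Nor was *Slc30a10* (-0.84) with a score of 12 clock genes as a covariate, chosen after seeing the values as well.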

Thirteen genes were upregulated, and 17 genes were downregulated, by at least 2-fold, in the liver of minocycline- versus vehicle-treated female SPF mice at age 12 weeks (Figure 7A and Supplemental Table 1). 

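There were 13166 genes that passed the filter in the listed mice at age 18 weeks. An unadjusted limma p-value under 0.05 was found for 1051 of them, 393 higher and 658 lower in MINO mice, where chance gives 658. Of the 35 ways to split these mice into 4 and 4, 7 gave at least as many. The rescaling gave 501 higher and 525 lower. No gene had an adjusted limma p-value under 0.05 (0 genes, lowest adjusted p = 0.414). The 2-fold criteria gave 27 higher and 13 lower genes. The groups did not overlap in 583 of the 13166 genes, where chance gives 2.86% of genes, nor in 14 and 7 of the selected genes. With VEH mouse 65 and MINO mouse 75 added, 13188 genes were tested, 2228 had an unadjusted limma p-value under 0.05, 0 had an adjusted one under 0.05 (lowest 0.0863), and the 2-fold criteria gave 32 higher and 20 lower genes. Both sets of mice gave 22 of the higher and 10 of the lower genes. With a minimum mean of 10 CPM, 6 genes were higher and 6 lower. All 6 higher and all 4 lower genes of Figure 7B met the 2-fold criteria in the listed mice, with adjusted limma p-values from 0.414 to 0.557. Over all 5 mice per group, 5 of the 6 and 3 of the 4 did, without *Cyp7a1* and *Depp1*. Among the genes of Figure 7B, *Socs2* had the highest log2 fold change after *Acot3* in both sets. It was 16.6 ± 8.29 CPM (SD, n = 4) in VEH mice and 45.7 ± 12.0 CPM (SD, n = 4) in MINO mice, a log2 fold change of 1.57 (standard error 0.382, adjusted p = 0.503 from limma), and all 4 MINO mice were above all 4 VEH mice (exact permutation p = 0.0286). Leaving out each mouse in turn gave 1.14 to 1.81. *Socs2* was 8.01 CPM in VEH mouse 65 and 17.0 CPM in MINO mouse 75, and all 5 per group gave 1.46 (adjusted p = 0.168 from limma, exact permutation p = 0.0317). Of the 50-base stretches of its longest transcript, 7.2% also occur in *Gm9847* or *Gm8000*. The lowest log2 fold changes of the genes of Figure 7B in the listed mice were those of *Nr1d1* and *Depp1*, and over all 5 per group those of *Nr1d1* (-2.16) and *Egr1* (-1.16).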

Six weeks after ceasing antibiotic administration, 6 genes were increased and 4 genes were decreased by at least 2-fold in the liver of minocycline- versus vehicle-treated female SPF mice at age 18 weeks (Figure 7B and Supplemental Table 2). 

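*Nrep*, *Acot3* and *Cyp7a1* were higher, and *Nr1d1*, *Sgk2* and *Depp1* were lower, by the 2-fold criteria at both ages in the mice the paper lists. *Nrep* was 18.6 ± 6.73 CPM in VEH mice and 55.6 ± 17.5 CPM in MINO mice at age 12 weeks (SD, n = 4), a log2 fold change of 1.57 (standard error 0.300, adjusted p = 0.125 from limma). Its values at age 18 weeks were 24.7 ± 11.7 and 57.7 ± 8.86 CPM (SD, n = 4), a log2 fold change of 1.33 (standard error 0.299, adjusted p = 0.414 from limma). At each age the 4 MINO mice were above the 4 VEH mice (exact permutation p = 0.0286). Mice 40 and 50 had 13.2 and 66.1 CPM and mice 65 and 75 had 25.0 and 33.6 CPM, and all 5 mice per group gave log2 fold changes of 1.71 and 1.15. *Acot3* rose from 63.5 ± 26.4 to 175 ± 44.5 CPM (SD, n = 4) at age 12 weeks, by 1.52 on the log2 scale (standard error 0.319, adjusted p = 0.125 from limma). The rise at age 18 weeks, from 92.0 ± 39.7 to 268 ± 58.3 CPM (SD, n = 4), was 1.63 (standard error 0.308, adjusted p = 0.414 from limma). The groups did not overlap at either age (exact permutation p = 0.0286). Its value was 46.4 CPM in mouse 40, 188 CPM in mouse 50, 106 CPM in mouse 65 and 216 CPM in mouse 75, and all 5 per group gave 1.62 and 1.51. Of the 50-base stretches of its longest transcript, 19.5% also occur in *Acot5*, *Gm49366* or *Acot6*, so the authors' counting could have split its reads.
*Nr1d1* fell from 101 ± 38.2 to 39.7 ± 11.0 CPM (SD, n = 4) at age 12 weeks, a log2 fold change of -1.30 (standard error 0.274, adjusted p = 0.125 from limma, exact permutation p = 0.0286). Its fall at age 18 weeks was from 110 ± 50.9 to 36.6 ± 28.1 CPM (SD, n = 4), a log2 fold change of -1.85 (standard error 0.542, adjusted p = 0.549 from limma), and 3 of the 4 MINO mice were below all VEH mice (exact permutation p = 0.0571). It was 120 CPM in mouse 40, 13.8 CPM in mouse 50, 81.5 CPM in mouse 65 and 7.29 CPM in mouse 75, and all 5 per group gave -1.66 and -2.16. *Nr1d1* overlaps *Thra* in the annotation, and the paper's text does not say whether reads were counted by strand. *Sgk2* fell from 61.7 ± 4.82 to 26.9 ± 6.08 CPM (SD, n = 4) at age 12 weeks, a log2 fold change of -1.21 (standard error 0.170, adjusted p = 0.0879 from limma), and from 50.4 ± 19.8 to 21.8 ± 4.02 CPM (SD, n = 4) at age 18 weeks, a log2 fold change of -1.12 (standard error 0.244, adjusted p = 0.414 from limma). All 4 MINO mice were below all 4 VEH mice at each age (exact permutation p = 0.0286). With 64.6 CPM in mouse 40, 20.8 CPM in mouse 50, 41.5 CPM in mouse 65 and 17.1 CPM in mouse 75, all 5 per group gave -1.29 and -1.15. *Depp1* fell from 62.4 ± 16.9 to 27.1 ± 5.01 CPM at age 12 weeks and from 97.8 ± 30.6 to 42.8 ± 29.7 CPM at age 18 weeks (SD, n = 4). Its log2 fold changes were -1.16 (standard error 0.213, adjusted p = 0.125 from limma, exact permutation p = 0.0286) and -1.39 (standard error 0.433, adjusted p = 0.557 from limma, exact permutation p = 0.0571). Mice 40 and 50 had 54.7 and 8.35 CPM and mice 65 and 75 had 56.1 and 85.7 CPM. All 5 per group gave -1.46 at age 12 weeks and -0.99 (exact permutation p = 0.103) at age 18 weeks.
*Cyp7a1* was 138 ± 103 CPM in VEH mice and 335 ± 67.9 CPM in MINO mice at age 12 weeks (SD, n = 4), a log2 fold change of 1.55 (standard error 0.436, adjusted p = 0.131 from limma). VEH mouse 45 had 284 CPM and overlapped the MINO mice, which ran from 262 to 404 CPM (exact permutation p = 0.0571). Leaving out each mouse in turn gave 1.15 to 1.99. VEH mouse 40 had 307 CPM and MINO mouse 50 had 443 CPM, and over all 5 mice per group the log2 fold change was 1.34 (adjusted p = 0.0657 from limma, exact permutation p = 0.0397). *Cyp7a1* at age 18 weeks was 98.4 ± 35.3 CPM in VEH mice and 204 ± 71.5 CPM in MINO mice (SD, n = 4), a log2 fold change of 1.05 (standard error 0.305, adjusted p = 0.549 from limma, exact permutation p = 0.0571). The value with each mouse left out in turn was 0.80 to 1.27, and was under 1 without VEH mouse 67, MINO mouse 71 or MINO mouse 74. VEH mouse 65 had 253 CPM, above 3 of the 4 listed MINO mice, and MINO mouse 75 had 82.9 CPM, below 3 of the 4 listed VEH mice. Over all 5 mice per group the log2 fold change at age 18 weeks was 0.52 (adjusted p = 0.5003 from limma, exact permutation p = 0.310), not shown to differ from 0. The paper also measured *Cyp7a1* by qRT-PCR in the liver and reports it higher at both ages.

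**Figure D1:**
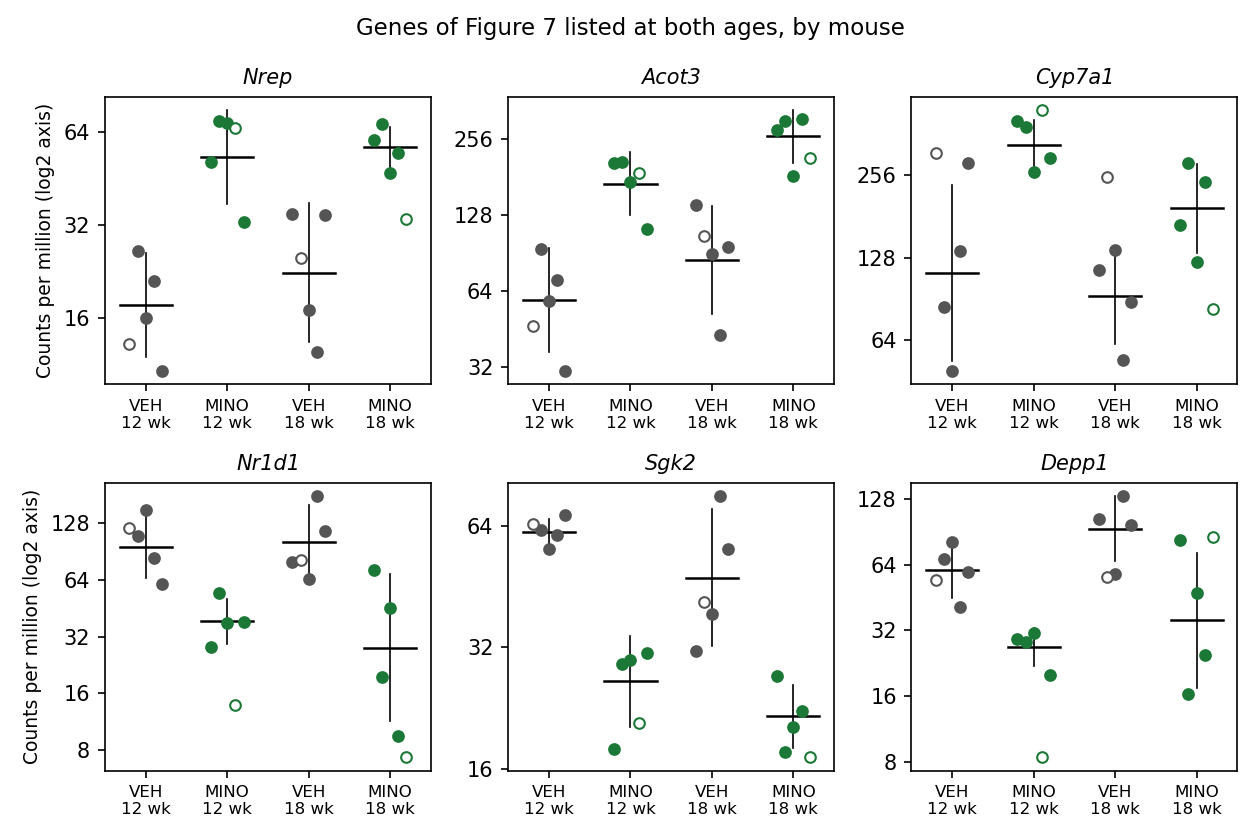
CPM of the 6 genes in each mouse, on log2 axes, by treatment and age. Filled points are the mice the paper lists, open points the mice it does not list, and lines show the mean and SD of the log2 values of the listed mice. The MINO points of all genes but *Cyp7a1* at age 12 weeks, and of *Acot3* and *Sgk2* at age 18 weeks, lie apart from the VEH points.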

Minocycline treatment caused a sustained upregulation of 3 genes (*Cyp7a1*, *Nrep*, *Acot3*) and persistent downregulation of 3 genes (*Nr1d1*, *Sgk2*, *Depp1*) in female SPF mice at ages 12 and 18 weeks (Figure 7, A and B, and Supplemental Tables 1 and 2). CYP7A1 is the rate-limiting enzyme in the classic bile acid synthesis pathway, accounting for over 90% of hepatic primary bile acid synthesis (23, 24). 

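In the GENCODE M21 annotation of the mouse genome build GRCm38, the gene *Cyp7a1* (ENSMUSG00000028240) lies on chromosome 4 from 6265612 to 6275633, on the minus strand. The authors' tables list it by its symbol alone. Its protein-coding transcript has 6 exons and 4172 bases, with a 5′ UTR of 60 bases, a coding sequence of 1509 bases and a 3′ UTR of 2603 bases. None of the 50-base stretches of this transcript (0%) occurs in another annotated gene, and no annotated gene overlaps it, so the sharing of reads with other genes is not a limit for its values under this annotation.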

Prior work has shown that antibiotic-induced disruptions of the indigenous gut bacteriome modify hepatic CYP7A1 expression and bile acid homeostasis (33, 34, 64). Therefore, subsequent studies were centered on discerning the role of bile acids in minocycline-induced gut dysbiosis effects on the skeleton.

### Minocycline causes a sustained disruption of the intestinal FXR/FGF15 axis.

CYP7A1-mediated bile acid synthesis is regulated by the intestinal FXR/FGF15 axis and local FXR signaling in the liver (23–29). Primary bile acids are synthesized in the liver and secreted into the intestine to facilitate digestion (23–29). Intestinal bacteria deconjugate bile acids and metabolize them into secondary bile acids (24–26, 31, 32). Microbial biotransformation of bile acids modifies their ability to function as agonists or antagonists at FXR (24–26, 31, 32). Bile acid activation of enterocyte/FXR induces the synthesis of intestinal FGF15, which signals in the liver to suppress CYP7A1-mediated bile acid synthesis (23–29). In addition to bile acid activation of the intestinal FXR/FGF15 axis, bile acid signaling at hepatocyte/FXR also regulates CYP7A1. Bile acid activation of hepatocyte/FXR induces small heterodimer partner (SHP), which functions as a local feedback mechanism that suppresses CYP7A1-mediated bile acid synthesis (23–29).

qRT-PCR analysis in livers validated RNA-Seq outcomes (Figure 7, A and B), demonstrating hepatic *Cyp7a1* was upregulated by minocycline therapy in female SPF mice at ages 12 weeks (Figure 8A) and 18 weeks (Figure 8E). Minocycline treatment in female SPF mice did not alter ileal *Fxr* expression at age 12 weeks (Figure 8B) but led to a decrease in ileal *Fxr* expression at age 18 weeks (Figure 8F). Ileal FGF15 levels were decreased (Figure 8C), and hepatic *Shp* (*Nr0b2*) expression was downregulated (Figure 8D) in minocycline- versus vehicle-treated female SPF mice at age 12 weeks. These data imply that minocycline actions increasing liver *Cyp7a1* in 12-week-old female SPF mice are attributed to disruption of the intestinal FXR/FGF15 axis and suppression of hepatic FXR/SHP signaling. Six weeks after terminating antibiotics, the increased liver *Cyp7a1* expression (Figure 8E) and reduced ileal FGF15 levels (Figure 8G) persisted in minocycline-treated female SPF mice at age 18 weeks. However, hepatic *Shp* expression was not different in minocycline- versus vehicle-treated female SPF mice at age 18 weeks (Figure 8H). Therefore, the minocycline-induced persistent upregulation of liver *Cyp7a1* appears to be mediated by a sustained disruption of the intestinal FXR/FGF15 axis following the cessation of antibiotic therapy. Importantly, intestinal FGF15 supports hepatic glycogen accumulation and relative liver weight (27–29). Thus, the decreased liver weight (Supplemental Figure 5S and Supplemental Figure 6S) and reduced hepatic glycogen phenotype observed in minocycline-treated SPF mice (Figure 5, J, K, U, and V) indirectly supports that minocycline disrupts the intestinal FXR/FGF15 axis.

Since hepatic *Cyp7a1* was increased following minocycline therapy (Figure 7 and Figure 8, A and E), we evaluated the expression of other key liver bile acid synthesis enzymes (Supplemental Figure 8, A and C). Minocycline treatment did not alter downstream enzymes in the classical bile acid synthesis pathway (*Cyp8b1*, *Cyp27a1*), nor did it affect enzymes involved in the alternative bile acid synthesis pathway (*Cyp27a1*, *Cyp7b1*) (Supplemental Figure 8, A and C) (23–26). Primary bile acids are conjugated with glycine or taurine by the enzymes BACS and BAAT prior to being secreted from the liver (23–26). Minocycline therapy did not change the expression of *Bacs* (*Slc27a5*) or *Baat* in the livers of minocycline- versus vehicle-treated female SPF mice (Supplemental Figure 8, B and D). Outcomes in female SPF mice revealed that minocycline induced a stable suppression of ileal FGF15 and persistent upregulation of liver *Cyp7a1*, which suggest that minocycline provokes lasting dysbiotic shifts in the gut bacteriome that cause an enduring disruption of the intestinal FXR/FGF15 axis.

### Minocycline upregulates conjugated bile acids in systemic circulation (serum).

Disruption of the intestinal FXR/FG15 axis upregulates hepatic bile acid synthesis and dysregulates systemic bile acid homeostasis (27–29, 73–75). Therefore, we evaluated minocycline-induced changes in serum bile acids using liquid chromatography-tandem mass spectrometry separation and electrospray negative ionization–triple quadrupole multiple reaction monitoring methods. The approach allowed us to assess 20+ bile acids in serum (Supplemental Data 3 – Serum Bile Acid Proteomic Analysis and Figure 9). Minocycline increased TCDCA, TUDCA, THDCA, and THCA in the serum of female SPF mice. This collection of bile acids was trending upward at age 12 weeks (Figure 9A) and significantly increased at age 18 weeks (Figure 9B) in minocycline- versus vehicle-treated female SPF mice. The altered serum bile acid pool detected in minocycline-treated SPF mice comprised taurine-conjugated bile acids that primarily act as antagonists at FXR (Table 1) (35, 36, 76–78).

Bile acids act as effector molecules within the enterohepatic loop and enter the serum to signal at distant sites (2, 3, 79). Osteoblasts express FXR (80, 81); however, it is unknown whether serum bile acid signaling at osteoblast/FXR regulates bone metabolism. Osteoblastic cells derived from global *Fxr*-knockout (*Nr1h4*-knockout) mice have reduced osteogenic potential (81), which implies that FXR positively regulates osteogenesis. Stimulating osteoblastic cells with chenodeoxycholic acid (CDCA), a primary bile acid and potent endogenous FXR agonist, promotes osteogenesis (80–82). Studies from the gut and liver fields have shown that different bile acids function as potent agonists, weak/partial agonists, or antagonists at FXR and that the consortium of bile acids present in a local environment regulates FXR signaling (24, 25, 76–78). Fujimori et al. subjected osteoblastic cells to stimulation with CDCA alone versus costimulation with a known FXR antagonist (82). The FXR antagonist neutralized CDCA’s pro-osteogenic actions, which importantly discerns that the consortium of bile acids, not the presence of a specific bile acid, regulates FXR signaling processes in osteoblastic cells (82).

### Minocycline-induced alterations in serum bile acids suppress osteogenesis through attenuating osteoblast/FXR signaling.

We isolated BMSCs from untreated 10-week-old female C57BL/6T wild-type SPF mice in order to elucidate differences in *Fxr* expression across osteoblast lineage cells (Figure 9A). BMSCs were cultured in base media (α-MEM, 10% FBS, 1% penicillin-streptomycin-glutamine [PSG]) versus osteogenic media (α-MEM, 10% FBS, 1% PSG, 50 mg/mL ascorbic acid, 10 mM β-glycerophosphate) to evaluate alterations in *Fxr* expression in BMSC osteoprogenitor cells versus committed osteoblastic cells; *Sp7* (osterix) was used as a marker for commitment to the osteoblast lineage (Figure 10A). *Fxr* was highly expressed in osteoblasts but undetectable in BMSC osteoprogenitor cells (Figure 10A). These data support the notion that serum bile acids affect osteoblastogenesis in vivo through FXR signaling at committed osteoblast lineage cells.

We performed in vitro osteoblastogenesis studies to elucidate the relationship between the minocycline-induced suppressed osteoblast phenotype (Figure 5) and altered serum bile acid profile (Figure 9) found in female SPF mice. BMSCs from untreated 10-week-old female C57BL/6T wild-type SPF mice were cultured under osteogenic conditions to differentiate the cells into mature osteoblasts. We then stimulated the mature osteoblast cells with no treatment control (no Tx control) or the altered serum bile acid profiles detected in minocycline-treated female SPF mice (MINO serum BAs) versus vehicle-treated female SPF mice (VEH serum BAs). von Kossa mineralization assays (Figure 10B) and qRT-PCR studies (Figure 10, C–E) were carried out to assess changes in osteoblast differentiation and function. Comparison of osteoblast cultures simulated with no Tx control or VEH serum BAs to MINO serum BAs revealed that the altered serum bile acid profile from minocycline-treated SPF mice suppressed osteoblast function. Mineralization potential was blunted by greater than 30% (Figure 10B), and gene markers for osteoblast function (*Akp2/Alpl*, *Bglap/Ocn*) were decreased by more than 1-fold (Figure 10C) in cultures stimulated with MINO serum BAs. Stimulation with minocycline serum bile acids substantially upregulated *Runx2* (Figure 10D) and suppressed *Sp7* (Figure 10E). Considering RUNX2 is strongly expressed in immature osteoblasts and decreases during osteoblast maturation, which is induced by SP7 (83), these transcription factor findings support that the minocycline serum bile acid profile suppressed osteoblast maturation. Study outcomes showing that the altered serum bile acid profile from minocycline-treated female SPF mice (Figure 9) suppressed osteogenesis in vitro (Figure 10, B–E) recapitulated the suppressed osteoblast phenotype found in vivo (Figure 5).

The altered serum bile acid pool detected in minocycline-treated female SPF mice predominantly comprised bile acids that act as FXR antagonists (Figure 9) (35, 36, 76–78), which supports the premise that minocycline-induced changes in serum bile acids suppress osteogenesis through attenuating FXR signaling in osteoblast cells. FXR activation modulates cellular processes in diverse hepatic and extrahepatic cells through the induction of SHP (84, 85). SHP, an atypical orphan nuclear receptor, is a positive regulator of osteoblast differentiation and function (86). Therefore, we evaluated *Fxr* and *Shp* gene expression in the mRNA isolated from the mature osteoblastic cells stimulated for 10 days with no Tx control, MINO serum BAs, or VEH serum BAs (Figure 10F). *Shp* was profoundly downregulated in osteoblast cultures stimulated with MINO serum BAs (Figure 10F), which is consistent with the observed in vitro findings that the altered serum bile acid profile from minocycline-treated SPF mice suppressed the osteogenic potential of mature osteoblast cells (Figure 10, B–E). Considering the altered serum bile acid pool detected in minocycline-treated SPF mice predominantly comprised bile acids that act as FXR antagonists (Figure 9) (35, 36, 76–78), and that FXR activation (80–82) and downstream SHP signaling (86) in osteoblasts promote osteogenesis, in vitro study outcomes (Figure 10, B–F) imply that minocycline-induced alterations in serum bile acids suppress osteogenesis by attenuating osteoblast/FXR signaling.

To delineate the role of osteoblast/FXR signaling in minocycline-induced alterations in serum bile acids’ suppression of osteogenesis, BMSCs were isolated from untreated 10-week-old female C57BL/6 FXR-knockout and wild-type SPF mice (Figure 10, G and H, and Supplemental Figure 9A). BMSCs were cultured under osteogenic conditions to differentiate the cells into osteoblasts, then stimulated for 14 days with no treatment control (no Tx control) or the altered serum bile acid profiles detected in minocycline-treated SPF mice (MINO serum BAs) versus vehicle-treated SPF mice (VEH serum BAs). von Kossa and alizarin red mineralization assays were carried out to evaluate differences in osteoblast function. Corroborating prior reports that *Fxr*-knockout mouse–derived osteoblasts have reduced osteogenic potential (81), mineralization was decreased in no Tx control–stimulated FXR-null osteoblasts versus wild-type osteoblasts (Figure 10, G and H, and Supplemental Figure 9A). Stimulation with MINO serum BAs suppressed the mineralization potential in wild-type osteoblasts but not FXR-null osteoblasts (Figure 10, G and H, and Supplemental Figure 9A).

Based on findings that *Shp* expression was decreased in osteoblast cultures treated with the serum bile acid profile found in minocycline-treated SPF mice, in situ immunofluorescence staining and histomorphometric analysis were performed to evaluate SHP expression in osterix^+^ osteoblasts lining trabecular bone in vehicle- versus minocycline-treated mice. Minocycline therapy reduced the frequency of SHP^+^ osteoblasts in female SPF mice at age 12 weeks (Figure 10, I and J) and age 18 weeks (Figure 10, K and L). Similar to female SPF mice, minocycline reduced the frequency of SHP^+^ osteoblasts in male SPF mice (Supplemental Figure 9, B and C). Minocycline treatment did not alter the frequency of SHP^+^ osteoblasts in male GF mice (Supplemental Figure 9, D and E), which supports that minocycline suppression of osteoblast SHP expression is dependent on the microbiota.

## Discussion

This report demonstrates that minocycline-induced gut dysbiosis during the pubertal/postpubertal growth phase has lasting detrimental effects on osteogenesis and skeletal maturation. Our prior work revealed that gut microbiota effects on bone are mediated through a signaling axis that involves communication with the liver, which supported a novel gut/liver/bone axis (7, 22). Minocycline therapy caused a stable gut dysbiosis, persistent disruption of the FXR/FGF15 gut/liver endocrine axis, and sustained dysregulation of serum bile acids that suppressed osteogenesis through attenuated osteoblast/FXR signaling. This work builds upon the premise that gut microbiota effects on the skeleton are mediated in part through a gut/liver signaling axis and introduces bile acids as a potentially novel regulator of gut microbiota effects on bone metabolism.

Factors influencing the gut microbiota composition during critical phases of postnatal development have implications for health and disease throughout life (1, 4, 11, 12, 87). Early research suggested that the gut microbiota establishes an adult-like profile during the first 3 years of life (88, 89). More recent investigations have shown that the gut microbiota continues to develop toward an adult-like profile during puberty (90, 91), implying that perturbations in the gut microbiota during adolescence may have lifelong implications for host health. The gut microbiota’s ability to recover to a stable state following antibiotic-induced dysbiosis is impaired by antibiotic administration during critical developmental windows (9–12). Therefore, antibiotic-induced gut dysbiosis during the pubertal/postpubertal growth phase, a critical period for attaining peak skeletal bone mass (15–17), may have lasting effects on skeletal health and fracture risk.

Antibiotic-induced changes in the gut microbiota influence bone mass and skeletal biomechanical properties (13, 14, 92, 93). We have previously demonstrated that administering a non–clinically relevant antibiotic cocktail (vancomycin, imipenem/cilastatin, and neomycin) from age 6 to 12 weeks in C57BL/6T mice induces a gut dysbiosis that impairs pubertal/postpubertal skeletal maturation (14). This broad-spectrum antibiotic cocktail caused a hyperimmune response in the MLNs and spleen that upregulated circulating (serum) proinflammatory mediators, which enhanced osteoclastogenesis to impair bone mass accrual (14). The current study shows that administering a clinically relevant minocycline dose from age 6 to 12 weeks in C57BL/6T mice caused a gut dysbiosis that impaired skeletal maturation. However, this was not due to an upregulated proinflammatory response in gastrointestinal and systemic lymphoid tissues or enhanced osteoclastogenesis. Instead, minocycline disrupted the gut/liver bile acid axis and dysregulated serum bile acids, which suppressed osteoblast function to impair trabecular bone morphology and bone mass accrual.

The distal femur trabecular bone volume fraction decreased by roughly 35% in vehicle-treated female C57BL/6T SPF mice from age 12 to 18 weeks, which is consistent with normal aging effects reported in the C57BL/6 skeleton (52). Similarly, the distal femur trabecular bone volume fraction decreased by about 34% from age 12 to 18 weeks in minocycline-treated female C57BL/6T SPF mice. These findings demonstrate that minocycline treatment during pubertal/postpubertal growth impairs trabecular bone maturation, and the skeleton is unable to recover following antibiotic therapy.

Disruption of the intestinal FXR/FGF15 axis occurs when there is attenuated bile acid activation of enterocyte/FXR, which suppresses intestinal FGF15 synthesis (25–29). Diminished FGF15 signaling at hepatocyte/FGFR4 upregulates CYP7A1-mediated liver bile acid synthesis and dysregulates systemic bile acid homeostasis (25–29). Disruption of the intestinal FXR/FGF15 axis has been shown to dysregulate systemic bile acid homeostasis, including increased circulating (serum) bile acids (27–29, 73–75). Consistent with these prior reports, minocycline disruption of the intestinal FXR/FGF15 axis increased serum conjugated bile acids. Under physiological states, the serum bile acid profile typically reflects the intestinal bile acid pool since these bile acids escape hepatic recovery from enterohepatic circulation (23, 94, 95). Therefore, we speculate that minocycline-induced increases in bile acids that act as FXR antagonists inhibited the intestinal FXR/FGF15 axis.

Bacteria encode unique bile salt hydrolases (BSHs) that differentially deconjugate bile acids, which explains why changes in gut bacterial composition alter the conjugation status of the intestinal bile acid pool (25, 26, 31, 32). Notably, BSH deconjugation of intestinal bile acids supports the activation of the intestinal FXR/FGF15 axis (35, 36, 96). Considering that minocycline treatment did not alter hepatic bile acid conjugation enzymes (BACS, BAAT), the increased conjugated bile acids observed in minocycline-treated SPF mice appear to be attributed to shifts in the colonic bacteriome that suppress BSH activity.

Prior murine antibiotic treatment studies support the concept that antibiotics disrupt the intestinal FXR/FGF15 axis through modulating intestinal BSH activity (33, 34). These investigations demonstrated that a 3-day course of ampicillin (33) or antibiotic cocktail (bacitracin, neomycin, and streptomycin) (34) increased intestinal conjugated bile acids that are FXR antagonists, which suppressed intestinal *Fgf15* and upregulated hepatic *Cyp7a1*. Recognizing that BSHs deconjugate intestinal bile acids to support the activation of the intestinal FXR/FGF15 axis (35, 36, 96), findings from a high-throughput screen identifying tetracyclines as potent BSH inhibitors (>90% inhibition) (97) supports the notion that tetracycline antibiotics disrupt the intestinal FXR/FGF15 axis through depleting/inhibiting bacterial BSHs.

Systemic minocycline therapy has been shown to cause shifts in the healthy gut microbiome of humans and rodents (44–47). Systemic minocycline administration to healthy young adults decreases the biodiversity and induces lasting genera-level shifts in the gut bacteriome (44). Administering a clinically relevant minocycline dose to C57BL/6T SPF mice from age 6 to 12 weeks caused sex-dependent phylum-level shifts in the gut bacteriome. Whereas minocycline downregulated the phyla Actinomycetota and Bacteroidota in male 12-week-old SPF mice, minocycline suppressed phylum Bacteroidota and upregulated phylum Bacillota in female SPF mice at age 12 weeks. Minocycline therapy similarly suppressed osteoblast function to impair bone mass accrual and skeletal maturation in male and female SPF mice. We speculate that sex-steroid hormone differences contribute to minocycline-induced sex-dependent effects on the gut bacteriome. This highlights the need for future metagenomic studies designed to evaluate minocycline sex-dependent effects on the gut bacteriome and skeleton.

Antibiotic-induced decreased biodiversity and compositional changes in the gut microbiome are associated with disruptions in host health (4, 9–12). Advanced 16S rDNA sequencing of the colonic bacteriome of female SPF mice at age 12 and 18 weeks revealed that minocycline therapy caused a sustained reduction of the alpha biodiversity and persistent depletion of genus *Parabacteroides*. Minocycline therapy depleted the abundance of genus *Parabacteroides* from roughly 9% to 0% in the colonic bacteriome of female SPF mice at age 12 and 18 weeks. The profound depletion of the genus *Parabacteroides* suggests that species belonging to this genus contribute to minocycline effects on host health.

*Parabacteroides distasonis* has been characterized as a core member of both the human and murine gut microbiota (98, 99). Interestingly, individuals afflicted with gut/liver disorders have a decreased abundance of *P*. *distasonis* (100, 101), dysregulated bile acids, and increased prevalence of osteoporosis (102, 103). Administering *P*. *distasonis* to mice increases bile acid deconjugation and metabolism of primary bile acids into secondary bile acids, which leads to a bile acid profile that predominantly acts as FXR agonists (104). Further, mice receiving *P*. *distasonis* have elevated ileal FGF15 and reduced hepatic CYP7A1 expression (104), which implies *P*. *distasonis* supports activation of the intestinal FXR/FGF15 axis. This highlights that depletion of *P*. *distasonis* may contribute to minocycline’s dysregulation of the gut/liver bile acid axis and detrimental effects on the skeleton.

This report introduces the intestinal FXR/FGF15 axis and circulating (serum) bile acids as potentially novel regulators of gut microbiota effects on bone metabolism. Our study findings support that minocycline-induced alterations in serum bile acids suppress osteogenesis through attenuating osteoblast/FXR signaling. The authors recognize that bile acids can signal at several receptors expressed by osteoblasts, including FXR, G protein–coupled bile acid receptor 1, and vitamin D receptor (80, 81, 105, 106). Since the altered serum bile acid profile from minocycline-treated SPF mice did not affect the osteogenic potential of FXR-null osteoblasts, this implies that minocycline-induced alterations in serum bile acids suppress osteogenesis through FXR-dependent signaling. The authors acknowledge that in addition to bile acids, other gut microbiota metabolites may contribute to minocycline’s actions impairing skeletal maturation. Further research is necessary to elucidate whether other gut microbiota metabolites, such as short-chain fatty acids and/or tryptophan derivatives, play a role in minocycline’s effects on skeletal metabolism.

This research demonstrates that minocycline-induced dysbiosis of the gut bacteriome during the pubertal/postpubertal growth phase suppresses osteogenesis and impairs bone mass accrual in the maturing skeleton. Studies herein were designed to model the administration of minocycline as a systemic treatment for acne in adolescents. Appreciating that minocycline is also administered for extended durations as a systemic therapy for rosacea in adults (39, 42, 43), minocycline may have detrimental effects on bone remodeling and the maintenance of bone mass in the mature adult skeleton. In addition to minocycline, other tetracycline derivatives (i.e., doxycycline, sarecycline) are commonly prescribed as long-term, systemic therapies for dermatological conditions (38, 39, 42, 43). However, doxycycline and sarecycline effects on skeletal maturation and homeostasis are unclear. Findings reported herein highlight the need for clinical research evaluating the impact of long-term systemic tetracycline therapies on the gut/liver bile acid axis and skeletal metabolism.

## Methods

Detailed Supplemental Methods are available online. 16S advanced sequencing reads are available from the Sequence Read Archive database under the BioProject accession number PRJNA892153. RNA-Seq reads are available from the NCBI’s Gene Expression Omnibus database under the accession number GSE217632.

### Statistics.

Unpaired 2-tailed *t* tests were performed comparing outcomes in minocycline- versus vehicle-treated 12-week-old male SPF mice, minocycline- versus vehicle-treated 12-week-old male GF mice, minocycline- versus vehicle-treated 12-week-old female SPF mice, and minocycline- versus vehicle-treated 18-week-old female SPF mice. For advanced 16S rDNA-sequencing analysis, unpaired 2-tailed *t* tests with Holm-Šídák post hoc test were performed in minocycline- versus vehicle-treated 12-week-old female SPF mice and minocycline- versus vehicle-treated 18-week-old female SPF mice. One-way ANOVA with Tukey’s post hoc test was performed to compare wild-type osteoblasts stimulated with no Tx control, VEH serum BAs, and MINO serum BAs. Two-way ANOVA with Tukey’s post hoc test was performed to compare FXR-knockout osteoblasts and wild-type osteoblasts stimulated with no Tx control, VEH serum BAs, and MINO serum BAs. Analyses were carried out utilizing GraphPad Prism 9.3 (GraphPad Software). Data are reported as ± SEM. Significance was determined at *P* < 0.05. Power analysis was carried out in consultation with the Medical University of South Carolina (MUSC) Bioinformatics Core.

### Study approval.

Research was approved by the MUSC Institutional Animal Care and Use Committee and carried out in accordance with the NIH *Guide for Care and Use of Laboratory Animals* (National Academies Press, 2011) and with the Animal Research: Reporting of In Vivo Experiments guidelines.

## Author contributions

CMN conceived the study. MDC, AJW, JDHS, CW, and CMN contributed to study design. MDC, AJW, JDHS, VLG, JK, JEG, YW, HY, JIA, and CMN performed data acquisition and analysis. MDC, AJW, JDHS, WDH, JJL, AVA, and CMN interpreted the data. MDC and CMN drafted the manuscript. All authors approved the final version of the manuscript. MDC and CMN take responsibility for the integrity of the data analysis.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supplemental data set 3

## Figures and Tables

**Figure 1:**
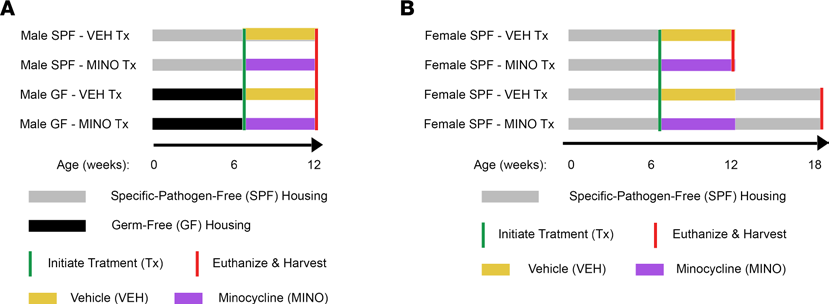
Study design and timeline. (**A**) Male C57BL/6T mice, reared under both specific pathogen–free (SPF) and germ-free (GF) conditions, were treated with minocycline hydrochloride or vehicle control from age 6 to 12 weeks. Male mice were euthanized at age 12 weeks to discern minocycline treatment effects that are microbiota dependent. (**B**) Female C57BL/6T mice, reared under SPF conditions, were treated with minocycline or vehicle from age 6 to 12 weeks. Female mice were euthanized at age 12 and 18 weeks to assess immediate and sustained minocycline treatment effects.

**Figure 2:**
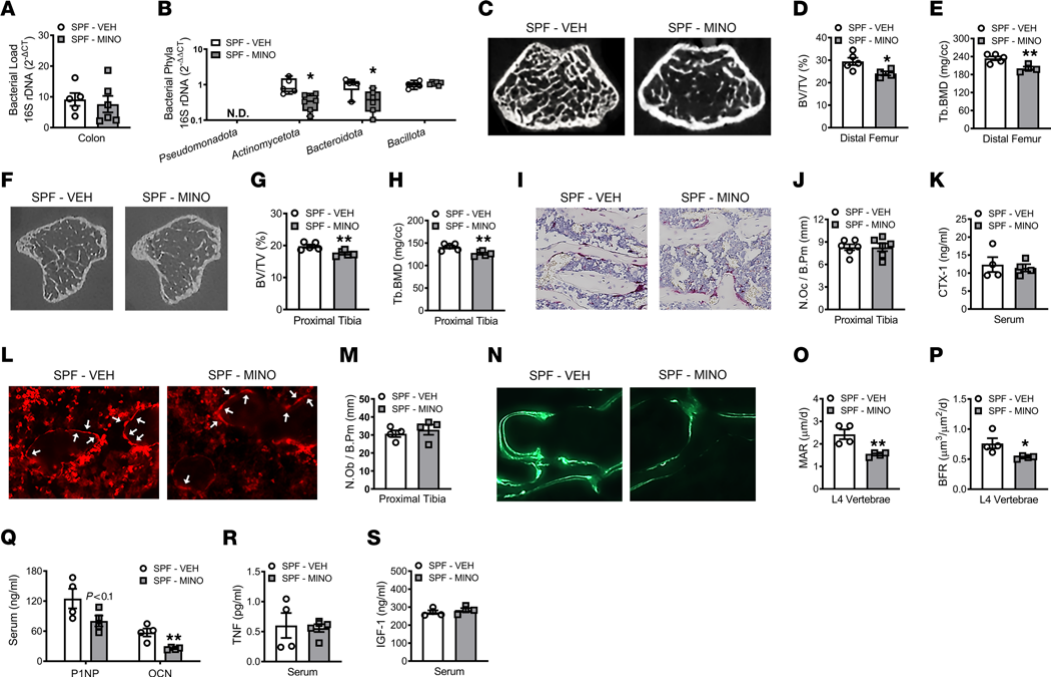
Minocycline therapy during pubertal/postpubertal growth impairs skeletal maturation and suppresses osteoblastogenesis. Male C57BL/6T specific pathogen–free (SPF) mice were administered vehicle control (VEH) or minocycline (MINO) from age 6 to 12 weeks; euthanized at age 12 weeks. Quantitative real-time PCR (qRT-PCR) 16s rDNA analysis of colonic contents evaluating (**A**) bacterial load and (**B**) phyla; *n* = 5–6/group. (**A**) Bacterial load determined by normalizing the universal 16S gene to a bacterial DNA standard; quantification by the 2^-ΔCT^ method. (**B**) Phylum outcomes determined by normalizing phyla genes to the universal 16S gene; quantification via the 2^-ΔΔCT^ method. N.D., not detected. Micro-CT analysis of distal femur trabecular bone; *n* = 4–5/group: (**C**) representative images; (**D**) bone volume per tissue volume (BV/TV); (**E**) trabecular bone mineral density (Tb.BMD). Micro-CT analysis of proximal tibia trabecular bone; *n* = 5/group: (**F**) representative images; (**G**) BV/TV; (**H**) Tb.BMD. Histomorphometric analysis of tartrate-resistant acid phosphatase–positive (TRAP^+^) osteoclasts lining trabecular bone in the proximal tibia; *n* = 6/group: (**I**) representative images (original magnification, 200×); (**J**) number of osteoclasts per bone perimeter (N.Oc/B.Pm). (**K**) C-terminal telopeptides of type I collagen (CTX-I) serum ELISA; *n* = 4/group. Immunofluorescence analysis of osteoblasts lining trabecular bone in the proximal tibia. Osterix^+^ cuboidal bone lining cells were designated osteoblasts (red, osterix–rhodamine); *n* = 4/group: (**L**) representative images (original magnification, 200×), arrows indicate osteoblasts; (**M**) number of osteoblasts per bone perimeter (N.Ob/B.Pm). Dynamic histomorphometric analysis of trabecular bone formation indexes in L4 vertebra; calcein administered 5 and 2 days prior to sacrifice; *n* = 4/group: (**N**) representative images (original magnification, 200×); (**O**) mineral apposition rate (MAR); (**P**) bone formation rate (BFR). (**Q**) N-terminal propeptide of type 1 procollagen (P1NP) and osteocalcin (OCN) serum ELISAs; *n* = 4/group. (**R**) Tumor necrosis factor (TNF) and (**S**) insulin-like growth factor 1 (IGF-1) serum ELISAs; *n* = 4–5/group. Unpaired 2-tailed *t* test; reported as mean ± SEM; *P < 0.05 versus VEH, **P < 0.01 versus VEH.

**Figure 3:**
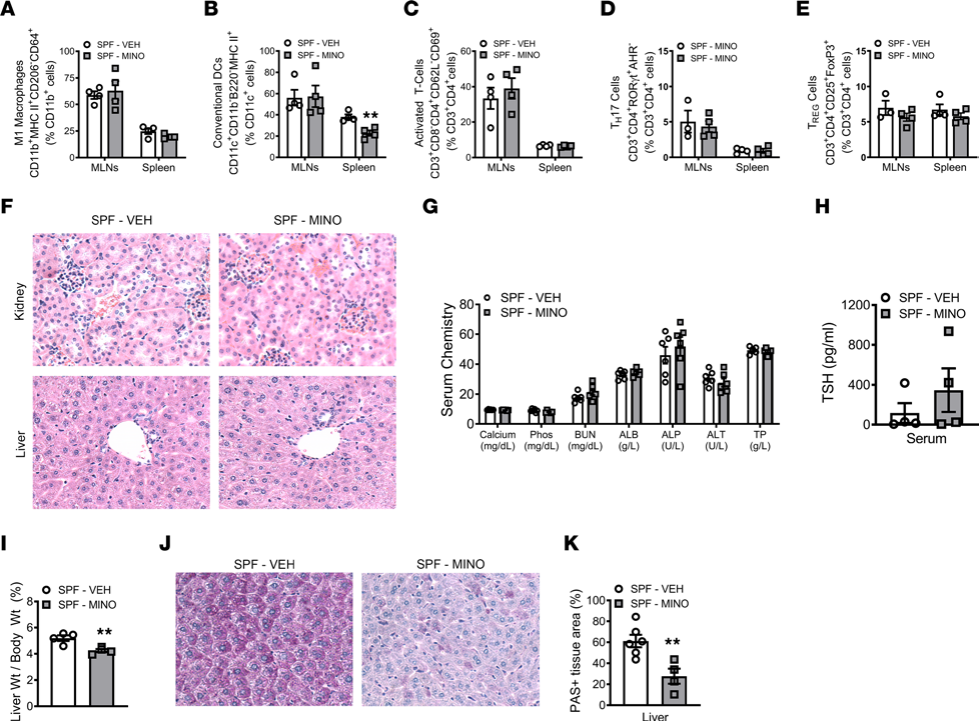
Minocycline does not alter gastrointestinal immunity or cause cytotoxic effects in kidney or liver. Male C57BL/6T specific pathogen–free (SPF) mice were administered vehicle control (VEH) or minocycline (MINO) from age 6 to 12 weeks; euthanized at age 12 weeks. (**A**–**E**) Flow cytometric analysis in spleen and mesenteric lymph node (MLN) cells. (**A**) CD11b^+^MHCII^+^CD206^–^CD64^+^ M1 macrophages, reported as % CD11b^+^ cells; *n* = 4/group. (**B**) CD11c^+^CD11b^–^B220^–^MHCII^+^ conventional dendritic cells (DCs); reported as % CD11c^+^ cells; *n* = 4/group. (**C**) CD3^+^CD8^−^CD4^+^CD62L^−^CD69^+^ activated T cells; reported as % CD3^+^CD4^+^ cells; *n* = 4/group. (**D**) CD3^+^CD4^+^RORγt^+^AHR^−^ T_H_17 cells and (**E**) CD3^+^CD4^+^CD25^+^FoxP3^+^ T_REG_ cells; reported as % CD3^+^CD4^+^ cells; *n* = 3–4/group. (**F**) Representative H&E-stained kidney and liver sections used for histopathological evaluation (original magnification, 200×). (**G**) Serum chemistry analysis: calcium, phosphorus (Phos), blood urea nitrogen (BUN), albumin (ALB), alkaline phosphatase (ALP), alanine aminotransferase (ALT), total protein (TP); *n* = 6/group. (**H**) Thyroid-stimulating hormone (TSH) serum ELISA; *n* = 4/group. (**I**) Liver weight per body weight; *n* = 4/group. Periodic acid–Schiff–stained (PAS-stained) median liver lobe sections; *n* = 4–6/group: (**J**) representative images (original magnification, 200×), (**K**) PAS^+^ area per tissue area (%). Unpaired 2-tailed *t* test; reported as mean ± SEM; **P < 0.01 vs. VEH.

**Figure 4:**
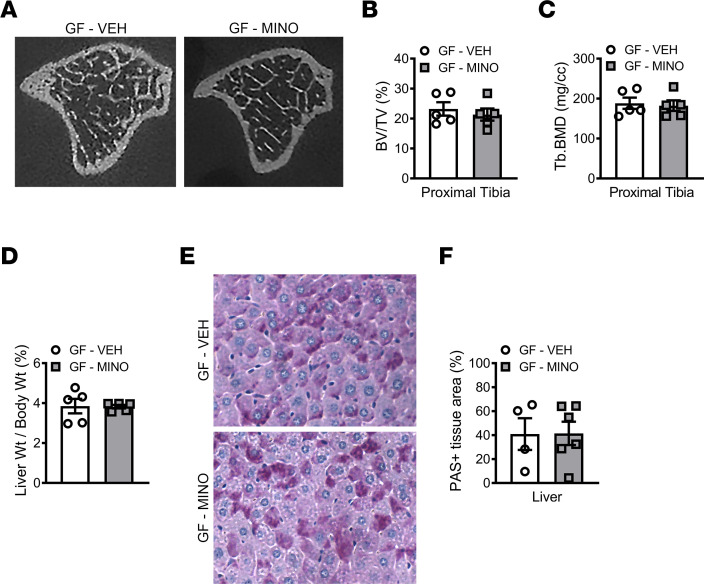
Minocycline effects on skeletal maturation and liver are microbiota dependent. Male C57BL/6T germ-free (GF) mice were administered vehicle control (VEH) or minocycline (MINO) from age 6 to 12 weeks; euthanized at age 12 weeks. Micro-CT analysis of proximal tibia trabecular bone; *n* = 5/group: (**A**) representative images; (**B**) bone volume per tissue volume (BV/TV); (**C**) trabecular bone mineral density (Tb.BMD). (**D**) Liver weight per body weight; *n* = 5/group. Periodic acid–Schiff–stained (PAS-stained) median liver lobe sections; *n* = 4–6/group: (**E**) representative images (original magnification, 200×), (**F**) PAS^+^ area per tissue area (%). Unpaired 2-tailed *t* test; reported as mean ± SEM.

**Figure 5:**
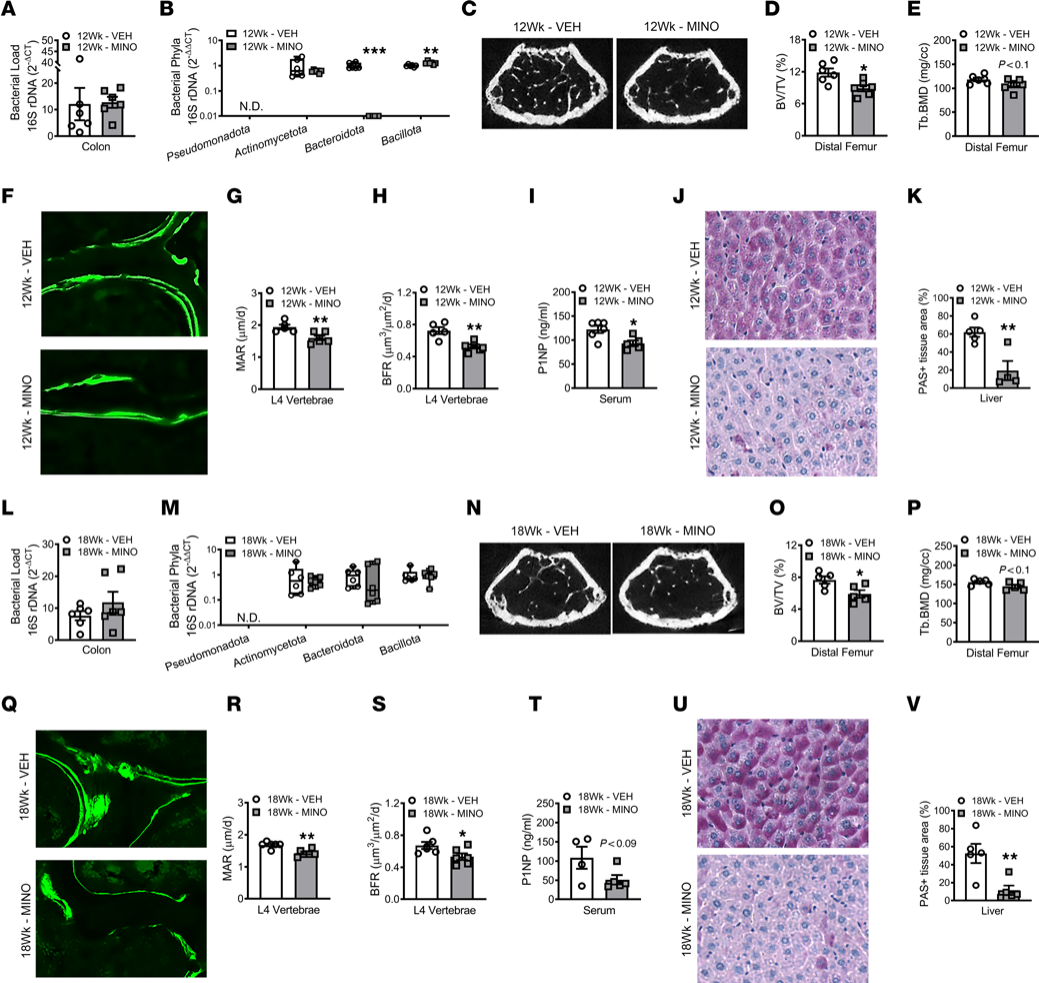
Minocycline has lasting detrimental effects on the skeleton and liver. Female C57BL/6T specific pathogen–free (SPF) mice were administered vehicle control (VEH) or minocycline (MINO) from age 6 to 12 weeks; euthanized at (**A**–**K**) age 12 weeks and (**L**–**V**) age 18 weeks. qRT-PCR 16s rDNA analysis of colonic contents evaluating bacterial load in (**A**) 12-week-old mice and (**L**) 18-week-old mice; *n* = 6/group. Bacterial load determined by normalizing the universal 16S gene to a bacterial DNA standard; quantification by the 2^-ΔCT^ method. qRT-PCR 16s rDNA analysis of colonic contents evaluating bacterial phyla in (**B**) 12-week-old mice and (**M**) 18-week-old mice; *n* = 6/group. Phylum outcomes determined by normalizing phyla genes to the universal 16S gene; quantification via the 2^-ΔΔCT^ method. Micro-CT analysis of distal femur trabecular bone in (**C**–**E**) 12-week-old mice (*n* = 6/group) and (**N**–**P**) 18-week-old mice (*n* = 5/group): (**C** and **N**) representative images; (**D** and **O**) bone volume per tissue volume (BV/TV); (**E** and **P**) trabecular bone mineral density (Tb.BMD). Dynamic histomorphometric analysis of trabecular bone formation indexes in L4 vertebra of (**F**–**H**) 12-week-old mice and (**Q**–**S**) 18-week-old mice; calcein administered 5 and 2 days prior to sacrifice; *n* = 5–6/group: (**F** and **Q**) representative images (original magnification, 200×); (**G** and **R**) mineral apposition rate (MAR); (**H** and **S**) bone formation rate (BFR). N-terminal propeptide of type 1 procollagen (P1NP) serum ELISA in (**I**) 12-week-old mice (*n* = 5–6/group) and (**T**) 18-week-old mice (*n* = 4–5/group). Periodic acid–Schiff–stained (PAS-stained) median liver lobe sections in (**J** and **K**) 12-week-old mice and (**U** and **V**) 18-week-old mice; *n* = 4–5/group: (**J** and **U**) representative images (original magnification, 200×), (**K** and **V**) PAS^+^ area per tissue area (%). Unpaired 2-tailed *t* test in 12-week-old mice and 18-week-old mice; reported as mean ± SEM; *P < 0.05 vs. VEH, **P < 0.01 vs. VEH, ***P < 0.001 vs. VEH.

**Figure 6:**
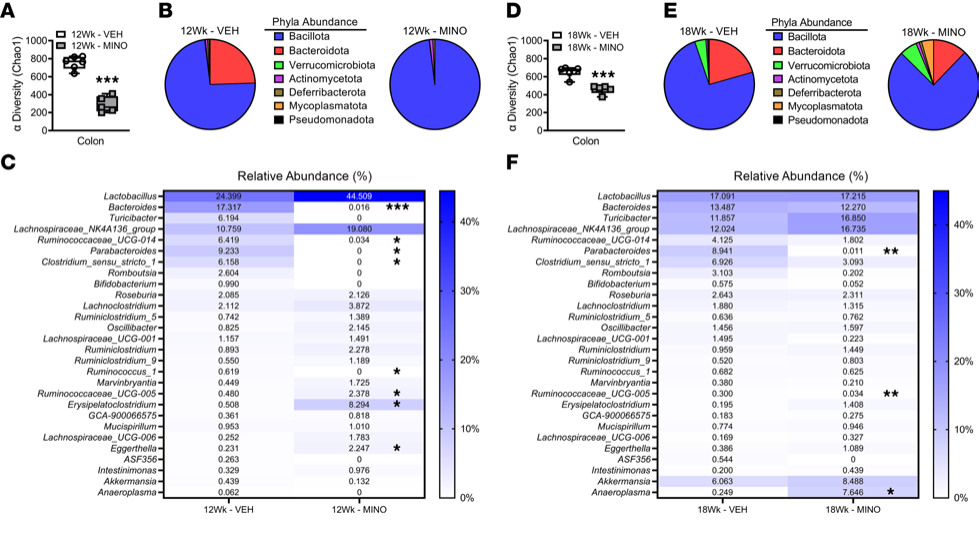
Minocycline causes sustained shifts across taxa in the colonic bacteriome. Female C57BL/6T specific pathogen–free (SPF) mice were administered vehicle control (VEH) or minocycline (MINO) from age 6 to 12 weeks; euthanized at (**A**–**C**) age 12 weeks and (**D**–**F**) age 18 weeks. Advanced 16S rDNA sequencing analysis of the colonic bacteriome; *n* = 5–6/group. Bacterial alpha diversity (Chao1 index) in (**A**) 12-week-old mice and (**D**) 18-week-old mice. Phyla relative abundance (%) in (**B**) 12-week-old mice and (**E**) 18-week-old mice. Genera relative abundance (%) in (**C**) 12-week-old mice and (**F**) 18-week-old mice. Unpaired 2-tailed *t* test with Holm-Šídák post hoc test in 12-week-old mice and 18-week-old mice; reported as mean ± SEM; *P < 0.05 vs. VEH, **P < 0.01 vs. VEH, ***P < 0.001 vs. VEH.

**Figure 7:**
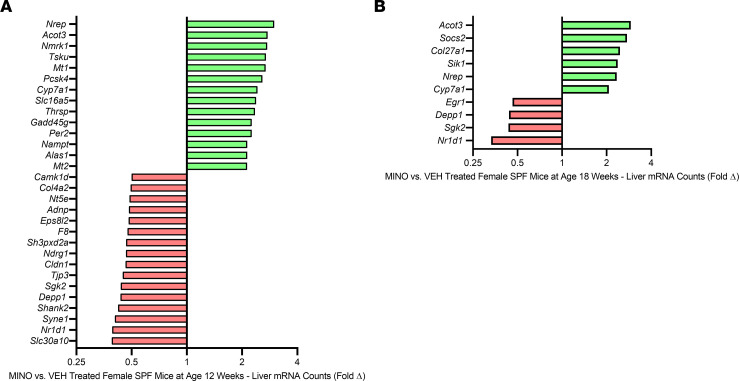
Minocycline causes persistent dysregulation of hepatic genes. Female C57BL/6T specific pathogen–free (SPF) mice were administered vehicle control (VEH) or minocycline (MINO) from age 6 to 12 weeks; euthanized at (**A**) age 12 weeks and (**B**) age 18 weeks. (**A**) Liver RNA-Seq analysis in MINO- vs. VEH-treated female SPF mice at age 12 weeks; *n* = 4/group. Unpaired 2-tailed *t* test with *P* < 0.05; data presented as fold difference vs. VEH. (**B**) Liver RNA-Seq analysis in MINO- vs. VEH-treated female SPF mice at age 18 weeks; *n* = 4/group. Unpaired 2-tailed *t* test with *P* < 0.05; data presented as fold difference vs. VEH.

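By the 2-fold criteria, 4 genes were higher and 8 were lower at both ages in the listed mice, where chance overlap of the lists gives 0.08 and 0.09. Beside the genes that Figure 7 lists at both ages, these were *Dsg1c*, which was higher, and *Atp2b2*, *BC023105*, *Cyp26b1*, *Igha* and *Trib3*, which were lower. They are named after their values were seen. Over all 5 mice per group, 3 genes were higher and 11 were lower at both ages, without *Cyp7a1*, *Dsg1c*, *Atp2b2* and *Depp1*. A test of whether the effect of treatment differed between the ages covered 13202 genes in the listed mice. An unadjusted limma p-value under 0.05 was found for 682 of them and an adjusted one for 0. Over all 5 mice per group these numbers were 1248 and 0. From the genes changed at age 12 weeks and again at age 18 weeks, after minocycline had been stopped, the paper concludes that minocycline causes persistent dysregulation of hepatic genes.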

**Figure 8:**
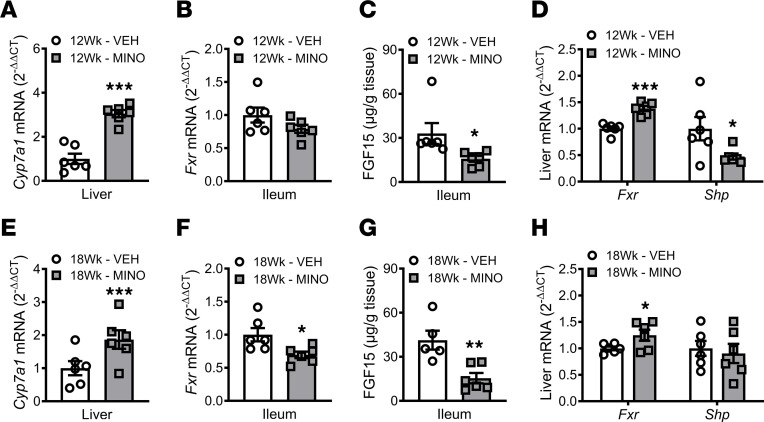
Minocycline causes a sustained disruption of the intestinal FXR/FGF15 axis. Female C57BL/6T specific pathogen–free (SPF) mice were administered vehicle-control (VEH) or minocycline (MINO) from age 6 to 12 weeks; euthanized at (**A**–**D**) age 12 weeks and (**E**–**H**) age 18 weeks. Liver qRT-PCR analysis of *Cyp7a1* in (**A**) 12-week-old mice and (**E**) 18-week-old mice; *n* = 6/group. Ileum qRT-PCR analysis of *Fxr* in (**B**) 12-week-old mice and (**F**) 18-week-old mice; *n* = 6/group. Ileum ELISA analysis of FGF15 in (**C**) 12-week-old mice and (**G**) 18-week-old mice; *n* = 5–6/group. Liver qRT-PCR analyses of *Fxr* and *Shp* in (**D**) 12-week-old mice and (**H**) 18-week-old mice; *n* = 6/group. qRT-PCR outcomes analyzed by the 2^-ΔΔCT^ method; normalized to *Gapdh*. Unpaired 2-tailed *t* test; reported as mean ± SEM; *P < 0.05 vs. VEH, **P < 0.01 vs. VEH, ***P < 0.001 vs. VEH.

**Figure 9:**
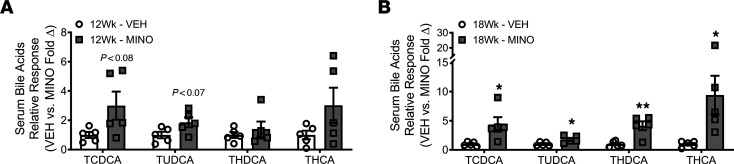
Minocycline upregulates conjugated bile acids in systemic circulation (serum). Female C57BL/6T specific pathogen–free (SPF) mice were administered vehicle control (VEH) or minocycline (MINO) from age 6 to 12 weeks; euthanized at (**A**) age 12 weeks and (**B**) age 18 weeks. Mass spectrometry serum bile acid relative response analysis in MINO- versus VEH-treated female SPF mice at (**A**) age 12 weeks and (**B**) age 18 weeks; *n* = 5/group. Presented as fold difference versus VEH; unpaired *t* test; reported as mean ± SEM; *P < 0.05 vs. VEH, **P < 0.01 vs. VEH. TCDCA, taurochenodeoxycholic acid; TUDCA, tauroursodeoxycholic acid; THDCA, taurohyodeoxycholic acid; THCA, taurohyocholic acid.

**Figure 10:**
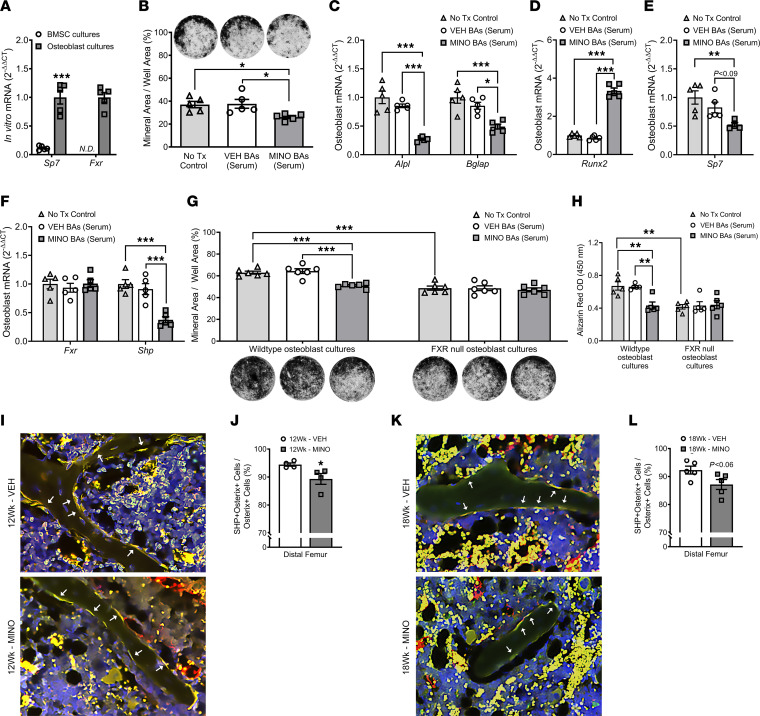
Minocycline-induced alterations in serum bile acids suppress osteogenesis through attenuating osteoblast/FXR signaling. (**A**–**E**) Bone marrow stromal cells (BMSCs) were isolated from untreated 10-week-old female C57BL/6T specific pathogen–free (SPF) mice. (**A**) BMSCs were cultured in base media (α-MEM, 10% FBS, 1% PSG) versus osteogenic media (base media, 50 mg/mL ascorbic acid, 10 mM β-glycerophosphate) to evaluate differences in pre-osteoblastic cells versus mature osteoblastic cells. qRT-PCR: *Sp7* and *Fxr*; *n* = 5/group. Unpaired 2-tailed *t* test; reported as mean ± SEM; ***P < 0.001. (**B**–**F**) Mature osteoblasts were stimulated with no treatment control (No Tx Control) or the altered serum bile acid profiles from minocycline-treated (MINO BAs) versus vehicle-treated (VEH BAs) female SPF mice; *n* = 5/group. (**B**) von Kossa assay; representative images and mineral area per well area (%) analysis. qRT-PCR: (**C**) *Akp2/Alpl*, *Bglap/Ocn*, (**D**) *Runx2*, (**E**) *Sp7*, (**F**) *Fxr*, *Shp*. One-way ANOVA with Tukey’s post hoc test; reported as mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001. (**G** and **H**) BMSCs were isolated from untreated 10-week-old female C57BL/6J FXR-knockout and wild-type mice. Mature osteoblasts were stimulated with no Tx control, MINO serum BAs, or VEH serum BAs; *n* = 5/group. (**G**) von Kossa assay; representative images and mineral area per well area (%) analysis. (**H**) Alizarin red assay, optical density (OD) 450 nm. Two-way ANOVA with Tukey’s post hoc test; reported as mean ± SEM; **P < 0.01, ***P < 0.001. (**I**–**L**) Female C57BL/6T SPF mice were administered vehicle control (VEH) or minocycline (MINO) from age 6 to 12 weeks; euthanized at (**I** and **J**) age 12 weeks and (**K** and **L**) age 18 weeks. Immunofluorescence analysis of dual-labeled SHP^+^osterix^+^ cuboidal osteoblasts lining trabecular bone in the distal femur (green, SHP-FITC; red, osterix–rhodamine; blue, DAPI); *n* = 4/group: (**I** and **K**) representative images (original magnification, 200×), arrows indicate SHP^+^osterix^+^ osteoblasts; (**J** and **L**) SHP^+^osterix^+^ cells per osterix^+^ cells (%). Unpaired 2-tailed *t* test; reported as mean ± SEM; *P < 0.05 vs. VEH.

**Table 1:**
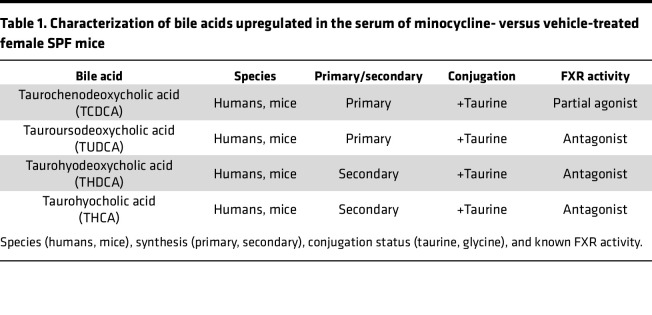
Characterization of bile acids upregulated in the serum of minocycline- versus vehicle-treated female SPF mice

How the deposited data were processed for this re-analysis (not part of the article)

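Liver RNA-Seq values of 20 female SPF mice were analyzed, 5 in each of 4 groups given vehicle (VEH) or minocycline (MINO) from age 6 to 12 weeks and euthanized at age 12 or 18 weeks. Each mouse was mapped to its treatment, age and number by its sample label. The mice that the paper's transcript count table lists, 4 per group, made up the first set, and all 5 per group made up the second. No mouse number occurs in more than 1 group, so no pairs could be formed. The paper's text does not say how the mice were caged. The tests take each mouse as independent, and effects of shared cages were not tested. No pair of libraries held identical values, and the rank correlation of libraries across genes within a group was 0.974 to 0.991.

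The authors deposited CPM, reads per gene scaled to the same total in every library, in a table for each age. The tables were made with Partek software from strand-specific libraries of polyadenylated RNA. They have a column for each mouse and the same 17121 gene symbols in a different order, which were matched by symbol. The columns add up to 1000001.5 to 1000001.9 CPM with the 0.0001 that the authors added to every value, apart from that of VEH mouse 64, which adds up to 1000011.7 CPM. The paper's text and the sample labels do not name the aligner, the counting tool, the genome build or the annotation. The Supplemental Methods that the paper places online may name them and were not read. Scaling to CPM sets the total of every library equal, so a rise in genes that take a large share of reads lowers the CPM of the others. *Alb* took the most, 5.3% to 11.0% of a library. The values were not rescaled in the analysis given first.

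The CPM of 1 read was found in each column as the step between low values, which gave depths of 12480000 to 29910000 reads per mouse, with a median of 22820000, to the nearest 10000. At these depths 3 reads are worth 0.1 to 0.24 CPM, which is the smallest value that can be told from 0 by counting error alone. Reads without molecular identifiers are not independent molecules. Of the values checked, 73.3% to 77.4% per mouse were whole reads, so reads had been shared between genes before scaling, and the count of reads could not be recovered. The shallowest library was that of VEH mouse 44 (12480000 reads).

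Genes with a mean of at least 1 CPM over the mice in a fit were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(CPM + 0.5), at each age on its own, with Benjamini-Hochberg adjustment. A pseudocount of 0.5 makes the log2 fold change of a low gene smaller than the ratio of its means. The 2-fold criteria were an unadjusted limma p-value under 0.05, after the legend of Figure 7, and an absolute log2 fold change of at least 1. The latter follows the 2-fold difference given in the paper's text. An interaction of treatment and age was tested in 1 limma fit of both ages. The libraries of both ages are scaled to the same total, but other differences between the libraries of the 2 ages are not excluded. Tests therefore compared the ages only through their treatment effects. Named genes were also compared with 2-sided exact permutation tests over every assignment of the mice. The method was tested on simulated values for 13188 genes that varied independently of each other, with 200 genes changed and 5 runs for each setting. With 4 mice per group and a log2 change of 1, 98.5% of the changed genes had an unadjusted p-value under 0.05 and 78.8% an adjusted one, and 4.87% of the unchanged genes had an unadjusted p-value under 0.05. With 5 per group these were 97.8%, 87.3% and 5.15%.

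Genes named in the text were chosen by a rule set before the data were examined. It covers the genes of Figure 7 and of the sentences on liver expression, with *Fgfr4*, *Klb* and *Igf1* besides, 44 genes in all, with full statistics for the genes listed at both ages and for the 2 highest and 2 lowest log2 fold changes of the genes of Figure 7 at each age. Genes outside this rule are marked as chosen after their values were seen. The rule also asked for the 3 largest rises and falls with an adjusted p-value under 0.05, which the listed mice do not give. Of these 44 genes, 37 had a p-value under 0.05 at age 12 weeks when adjusted over these genes alone, and 17 at age 18 weeks, against 0 at each age when adjusted over all genes tested. These were 38 and 18 in all 5 mice per group. Of the 8 genes that the paper measured by qRT-PCR in the liver, 3 and 1 passed when adjusted over themselves, and 2 and 0 in all 5 per group. Most of the 44 are the paper's own calls on these data, so the first counts show no stability.

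The alternatives chosen before the data were examined were pseudocounts of 0.1 and 1, no filter, a minimum mean of 10 CPM, rescaling of each library by its median ratio to the geometric mean, limma without the trend, a model without moderation, linear values, 1 fit for both ages, all 5 mice per group, adjusted p-values with the 2-fold criterion, a 1.5-fold criterion, and leaving out each mouse in turn. Those added after seeing the data were a clock score as a covariate, a correction of each library for exonic length and GC content, the mean of adrenal gland markers as a covariate at age 18 weeks, and linear values with a mean of at least 20 CPM in the higher group. The clock score is the mean log2 value of *Arntl*, *Npas2*, *Clock*, *Nfil3* and *Cry1* minus that of *Nr1d2*, *Dbp*, *Tef*, *Hlf*, *Ciart*, *Per3* and *Bhlhe41*, a list fixed before the data were examined that leaves out *Nr1d1* and *Per2*, which Figure 7 lists. All 12 genes entered the score whatever their mean, except in the alternative with a minimum mean of 10 CPM. Exonic lengths, GC content and gene positions were taken from GENCODE M21 on GRCm38, matched by symbol for 12955 of the 13188 genes tested at age 12 weeks (98.2%). It is not known whether the authors used this build. Lists of genes were compared with 10000 random lists of the same size matched on mean level. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. No column of values was left unused. The qRT-PCR, 16S and bile acid measurements of the paper were not analysed here.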

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

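The tests of the adrenal gland, pancreas, fat and muscle genes and of the clock score as a covariate for the genes found in all 5 mice per group were chosen after the results were seen. The lists of endothelial, Kupffer, stellate and plasma cell genes were written after the data were first seen and before their values were tested. The other tests in this part were set before their results were seen.

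In 10 of 64 groups of mice, 1 mouse lay farther from the others than Dixon's 95% critical value allows, where chance gives 3.2. For *Nr1h4*, VEH mouse 41 at age 12 weeks had 96.8 CPM against 76.1 to 78.5 CPM in the others, and VEH mouse 64 at age 18 weeks had 120.9 CPM against 98.4 to 104 CPM. *Slc27a5* in VEH mouse 41 was 1489 CPM against 1072 to 1114 CPM, and *Baat* in MINO mouse 47 was 191.5 CPM against 206 to 210 CPM. The clock score of VEH mouse 67 at age 18 weeks was -1.979, where the other VEH mice had -4.435 to -3.745. The other 5 were marker lists of other organs, given next as a mean log2 value above the median library of the same age. The adrenal gland list was at -0.08 in VEH mouse 41 and 3.69 in VEH mouse 69, and the pancreas list at 0.08 in VEH mouse 41, 6.12 in MINO mouse 46 and 2.03 in VEH mouse 69. The values of mouse 41 are small departures in groups with little spread. No explanation was tested for the single genes.

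Genes of other organs were high in some of these liver libraries, which the paper does not report. The adrenal gland list (6 genes, without those whose values had been seen before it was written) was 3.69 above the median library in VEH mouse 69, 2.95 in MINO mouse 71, 2.79 in MINO mouse 75 and 1.57 in MINO mouse 74, all at age 18 weeks. *Cyp21a1*, a steroid hydroxylase gene among those seen beforehand, was 130 CPM in VEH mouse 69 and 109 CPM in MINO mouse 71, and was listed at 0.0001 CPM in MINO mouse 70. The pancreas list was 6.12 in MINO mouse 46 at age 12 weeks, 2.03 in VEH mouse 69, 0.76 in MINO mouse 47 and 0.75 in MINO mouse 48. The fat list was 2.08 in VEH mouse 69, 1.76 in MINO mouse 71 and 1.13 in MINO mouse 75. The muscle list was 4.16 in MINO mouse 71, 2.11 in MINO mouse 72, 1.97 in MINO mouse 75 and 1.54 in MINO mouse 74. The highest library of the adrenal gland, pancreas and muscle lists was at percentile 100 of random lists matched on mean level, and that of the fat list at percentile 99.99. A candidate explanation is RNA from neighbouring organs taken along with the liver, which these values do not tell apart from RNA carried over between samples. The adrenal gland and fat lists were high in mice of both treatments, and the pancreas list in 3 MINO mice at age 12 weeks and a VEH mouse at age 18 weeks. The muscle list was high in MINO mice at age 18 weeks alone, so for it the treatment and the handling of the tissue cannot be told apart. With the adrenal gland markers as a covariate, 38 genes at age 18 weeks met the 2-fold criteria against 40 without it, and 37 were shared. Adrenal gland RNA is not shown to account for most of these genes. That list was high in mice of both treatments, so the covariate could change few calls. The muscle list did not overlap between the listed groups (-0.30 to -0.08 in VEH mice and 0.03 to 4.16 in MINO mice). It was not tested as a covariate, so genes that rest on muscle RNA may be among the 40. The 27 higher genes among them became 10 without MINO mouse 71, the highest library of the muscle list. Without MINO mouse 70, the lowest MINO library of that list, they were 54, and without MINO mouse 72 or 74 they were 28 and 34. Of the 6 higher genes of Figure 7B, 5 met the criteria without mouse 71. Many higher calls at age 18 weeks thus depend on 1 library that was also high for adrenal gland and fat genes.

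Over all 5 mice per group, 1364 genes at age 12 weeks had an adjusted limma p-value under 0.05, while the 4 listed mice per group gave 0 (2568 unadjusted). Of 100 splits of the 10 libraries, the real split included, 1 gave as many genes. The number ran from 123 to 1568 when each of the 10 mice was left out in turn. The count was 745 after median-ratio rescaling, and 565 of the 1364 genes were among them. The log2 fold change fell with exonic length across genes (rank correlation -0.388, with genes not independent replicates), and 17 of 100 splits gave a correlation as far from 0, so a relation to length of this size also arises between other groupings of these libraries. After correction for length and GC content 665 genes passed, of which 430 were among the 1364, and the correction also centers each library as the rescaling does. With the clock score as a covariate 48 genes passed, all 48 among the 1364. With the mean of the endothelial, Kupffer and stellate cell markers as a covariate 0 genes passed, but this mean does not overlap between the groups (4.96 to 5.48 in VEH mice and 4.15 to 4.82 in MINO mice), so the covariate stands in for the treatment and the test cannot separate them. Chance assignment of the mice is not a sufficient explanation by these splits, which take the mice as independent. The number of genes may depend on the scaling or the length and GC trend of the libraries, which these values do not separate, and on the state of the clock in each mouse, and it cannot be told apart from a change in the mix of cells. An effect of minocycline on many genes remains a hypothesis.

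*Cyp26b1*, which degrades retinoic acid, and *Igha* were lower at both ages and are not in Figure 7. They are named after their values were seen. *Cyp26b1* had log2 fold changes of -2.10 at age 12 weeks and -2.41 at age 18 weeks in the listed mice (adjusted p = 0.130 and 0.414 from limma), lower in 3 of 4 and 4 of 4 MINO mice than in any VEH mouse (exact permutation p = 0.0571 and 0.0286). The MINO mice the paper does not list went the other way, with 13.1 CPM in MINO mouse 50 and 20.6 CPM in MINO mouse 75. All 5 per group gave -1.72 and -1.69 (exact permutation p = 0.0714 and 0.0873), not shown to differ from 0 by this test. Of the 5 MINO mice, 3 and 4 lay below every VEH mouse. With the stellate and endothelial cell markers as a covariate the smaller fall of the 2 ages was -1.29, with the clock score it was -2.26, and after correction for length and GC content it was -1.91, each more than 50% of the value without it. The mean of the cell markers did not overlap between the groups at age 12 weeks (4.96 to 5.18 in VEH mice and 4.14 to 4.73 in MINO mice), so there the covariate stands in for the treatment, and the fall cannot be told apart from a change in the mix of cells. At age 18 weeks the marker means overlapped, and the log2 fold change with them as a covariate was -2.60. The clock score, length and GC content do not account for the difference, while the unlisted mice show that the gene varies widely between mice of 1 group. A treatment effect may be part of it, and this remains a hypothesis.

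*Igha* had log2 fold changes of -1.32 and -2.30 in the listed mice (adjusted p = 0.133 and 0.414 from limma) and -1.47 and -2.18 in all 5 per group (adjusted p = 0.0211 and 0.0863 from limma). At age 18 weeks it was 4.88 ± 2.04 CPM in VEH mice and 0.610 ± 0.449 CPM in MINO mice (SD, n = 4), with all 4 MINO mice below all 4 VEH mice (exact permutation p = 0.0286), and MINO mouse 74 under the floor of 3 reads. A lower number of plasma cells might explain this. Of the 9 other plasma cell genes, 2 passed the filter. Their median log2 fold change at age 18 weeks was 0.25, at percentile 94.98 of random lists, with 1 of the 2 lower. At age 12 weeks both were lower, with a median of -0.66 at percentile 3.28. *Ighm*, named after its values were seen, went opposite to *Igha* at age 18 weeks in the listed mice. Its log2 fold change was 0.94 there (exact permutation p = 0.0286) and -0.59 at age 12 weeks (exact permutation p = 0.0857). With so few of the list's genes the test cannot tell whether plasma cell RNA fell.

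The effect of treatment differed between the ages at an unadjusted limma p-value under 0.05 for 5 of the 44 genes of the list set before the data were examined, and none passed adjustment over all genes (adjusted p = 0.947 for each). The effect at age 18 weeks minus that at age 12 weeks was -1.12 for *Pcsk4*, 0.59 for *Camk1d*, 0.56 for *Col4a2*, 0.83 for *Nt5e* and 0.95 for *Syne1*, each toward 0 at age 18 weeks. All 100 draws of splits within the ages gave at least the 0 genes found with an adjusted p-value under 0.05 (682 unadjusted), which a count of 0 fixes in advance. These values are for the listed mice. Over all 5 mice per group, 1248 genes had an unadjusted limma p-value under 0.05 for this difference and 0 an adjusted one. *Syne1*, *Col4a2*, *Nt5e* and *Pcsk4* were among the 1248, and *Camk1d* was not. Other genes of the list joined them, such as *Nmrk1* (unadjusted p = 0.0120 from limma). The ages are not shown to differ for any gene after adjustment.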

How the results depend on the processing

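Under the alternatives, the log2 fold changes of *Cyp7a1*, *Nrep*, *Acot3*, *Nr1d1*, *Sgk2*, *Depp1*, *Tsku*, *Slc30a10*, *Syne1* and *Socs2* kept their direction at the age at which they are given, also with each mouse left out. *Cyp7a1* ran from 1.26 to 1.66 at age 12 weeks with an unadjusted limma p-value under 0.05 throughout, and from 0.52 to 1.09 at age 18 weeks, where it lost its p-value under 0.05 with all 5 mice per group (0.52). The choice of mice and the clock score, the causes tested for it, are given under the other observations. Leaving out each mouse gave 1.15 to 1.99 and 0.80 to 1.27. No paired analysis was possible because no mouse number is shared between groups. All alternatives were run. The clock score as given first takes all 12 of its genes without a filter, so leaving out the filter cannot change it and has no value of its own. With only its genes of a mean of at least 10 CPM, the difference was -1.23 at age 12 weeks and 0.47 at age 18 weeks. With a mean of at least 10 CPM, *Cyp26b1* and *Igha* at both ages, and *Syne1* and *Trib3* at age 18 weeks, gave no value.

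The number of genes with an adjusted p-value under 0.05 at age 12 weeks was 0 (2568 unadjusted), 433 in 1 fit of both ages, 1364 with all 5 mice per group, 1 after correction for length and GC content, and 0 to 10 across the 8 fits that each left out 1 mouse. The number at age 18 weeks was 0 (1051 unadjusted), 1 in the model without moderation, 1 on linear values, and 0 to 8 with each mouse left out. In the simulated data, 78.8% of the genes with a log2 change of 1 passed with 4 mice per group. The simulated genes varied independently of each other and the changed ones by a set amount, unlike the genes of these libraries. The simulation therefore cannot tell whether the count of 0 comes from group size.

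The number of genes lower by at least 2-fold at age 12 weeks (91) was 49 with a pseudocount of 1, 171 with 0.1, 32 with a mean of at least 10 CPM, 39 after median-ratio rescaling, 31 with the clock score as a covariate, 36 after correction for length and GC content, 16 on linear values with a mean of at least 20 CPM in the higher group, and 40 to 214 with each mouse left out. Higher genes at age 12 weeks (38) were 22 with a mean of at least 10 CPM, 14 on linear values with the mean of 20, and 29 to 65 with each mouse left out. Higher genes at age 18 weeks (27) were 6 with a mean of at least 10 CPM, 15 without moderation, 13 on linear values, 6 on linear values with the mean of 20, and 10 to 54 with each mouse left out. Lower genes (13) were 6 with a mean of at least 10 CPM, 20 with all 5 mice per group, 4 on linear values with the mean of 20, and 10 to 23 with each mouse left out. At both ages, higher genes (4) were 7 with the clock score, 7 after correction for length and GC content, and 2 to 10 with each mouse left out, and lower genes (8) were 3 with a mean of at least 10 CPM, 3 on linear values with the mean of 20, and 5 to 9. The mean of 20 was found after seeing the data, by trying values until the genes were those of Figure 7. With an adjusted p-value in place of the unadjusted one, all of these counts were 0 in the listed mice, and all 5 per group gave 28 higher and 99 lower genes at age 12 weeks. At 1.5-fold they were 102 higher and 802 lower at age 12 weeks, 87 and 85 at age 18 weeks, and 24 and 37 at both. The cause of these changes was not tested except as given under the other observations. With each mouse left out, 0 to 1 genes had an adjusted interaction p-value under 0.05 (0 without leaving any out, 682 unadjusted).

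The direction of the calls differed after rescaling. Of the 2568 genes with an unadjusted p-value under 0.05 at age 12 weeks, 13.2% were higher, against 46.5% of 2288 after median-ratio rescaling, which moved the median log2 fold change of all genes from -0.094 to 0.013. After correction for length and GC content it was 49.0%. The share at age 18 weeks was 37.4%, against 48.8% after rescaling and 55.2% after the correction. Of the genes of Figure 7A, 8 of the 16 lower ones met the 2-fold criteria after rescaling and 5 of 16 after the correction, with all 14 higher ones called in both. With the clock score as a covariate 9 of the 14 and 5 of the 16 did. With all 5 mice per group at age 12 weeks, the adjusted calls were 129 higher and 1235 lower, against 309 higher and 436 lower after rescaling. Median-ratio rescaling and the correction both center the libraries, so each brings the median log2 fold change near 0 and evens out the split by construction. These values therefore do not test whether the excess of lower genes at age 12 weeks comes from the scaling.

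Some results near 0 reversed, and the cause was not tested. *Cyp7b1* at age 12 weeks (-0.03) was 0.079 after rescaling, 0.041 with all 5 mice per group and 0.18 with the clock score as a covariate, and -0.17 to 0.20 with each mouse left out. *Baat* at age 18 weeks (0.01) was -0.025 with the clock score and -0.01 after correction for length and GC content, and -0.043 to 0.062 with each mouse left out. *Nr0b2* at age 18 weeks (-0.12) was -0.50 to 0.13, *Nt5e* at age 18 weeks (-0.22) was -0.42 to 0.034, and the clock score difference at age 18 weeks (0.34) was -0.10 to 0.83 with each mouse left out. Among the other named genes, 10 pairs of a result and an alternative gave a weaker result, from *Nr0b2*, *Igha* and *Trib3* at age 12 weeks and *Syne1*, *Nr1h4* and *Camk1d* at age 18 weeks, and 3 pairs gave a stronger one. With a mouse left out, 10 pairs were weaker, from *Syne1*, *Nr1h4* and *Camk1d* at age 18 weeks, and 3 were stronger. The 73.3% to 77.4% of whole-read values limit the depth estimates to approximate ones, and VEH mouse 44 has the fewest reads. Without it, 29 genes were higher and 93 lower by at least 2-fold at age 12 weeks. Of the genes of Figure 7A, 13 of the 14 higher and 8 of the 16 lower ones then met the criteria.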

Differences from the paper's values

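At age 12 weeks, the paper reports 13 genes higher and 17 lower by at least 2-fold. Here 38 were higher and 91 lower, and none of the alternatives set before the data were examined came within 1.5 times of either number (counts of 22 and 32 with a mean of at least 10 CPM were the closest). On linear values with a mean of at least 20 CPM in the higher group, 14 were higher and 16 lower, which are the genes drawn in Figure 7A. That minimum was chosen after seeing the values, by trying numbers until the genes were those of the figure, so the match is by construction. Over all 5 mice per group the same setting gave 20 and 36.

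The paper reports 6 genes higher and 4 lower at age 18 weeks, against 27 and 13 here. With a mean of at least 10 CPM there were 6 higher and 6 lower, the setting set before the data were examined under which both numbers are within 1.5 times of the paper's. None of the others closed the gap. The setting with the mean of 20, chosen after seeing the values, gave 6 and 4.

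The paper reports 3 genes lower at both ages, against 8 here. A mean of at least 10 CPM gave 3, and no other alternative set before the data were examined closed the gap. Linear values with the mean of 20, chosen after seeing the values, gave 3. The genes higher at both ages were 4 here and 3 in the paper.

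Figure 7A draws 14 genes higher and 16 lower, while the paper's text gives 13 and 17. *Adnp* is drawn as lower in Figure 7A, and here its log2 fold change of -0.97 misses the 2-fold criterion. It met the criterion with a pseudocount of 0.1, on linear values, at 1.5-fold, on linear values with the mean of 20 and with the clock score as a covariate (both chosen after seeing the values), and without VEH mouse 42, VEH mouse 44 or MINO mouse 51. Figure 7A places *Nrep* highest and *Slc30a10* and *Nr1d1* lowest at age 12 weeks, whereas on the log2 scale *Tsku* was highest of its genes (1.78, against 1.57 for *Nrep*), and *Slc30a10* (-1.35) and *Syne1* (-1.32) were lowest. As ratios of group means, the order was that of the figure, with *Nrep* (2.996) and *Acot3* (2.758) above *Tsku* (2.699), and *Slc30a10* (0.3903) and *Nr1d1* (0.3922) below *Syne1* (0.4053). Figure 7B places *Sgk2* next to *Nr1d1* as lowest at age 18 weeks, whereas *Depp1* (-1.39) was lower than *Sgk2* (-1.12) here. The ratio of group means was lower for *Sgk2* (0.4334) than for *Depp1* (0.4380). Over all 5 mice per group *Sgk2* (-1.15) was lower than *Depp1* (-0.99). The paper states that *Cyp7a1* was upregulated at age 18 weeks by RNA-Seq and also by qRT-PCR in the liver, which was not analysed here. In the listed mice its RNA-Seq log2 fold change was 1.05 here. With all 5 mice per group it was 0.52 with an exact permutation p of 0.310, and 0.90 with the clock score as a covariate.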

Other observations

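Chosen after the results were seen were the tests of the length of the lower genes, of the correlation of *Cyp7a1* with the clock score, of the clock genes within groups, of the choice of mice for *Cyp7a1*, and of the length of the liver cell genes. The other tests in this part were set before their results were seen.

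How often other splits of the mice give results as large was counted. At age 12 weeks, 2 of the 35 splits of the 8 listed libraries gave at least as many 2-fold genes as the 129 found, and at age 18 weeks 8 of 35 gave at least the 40 found. With 2 of 35 (above 1 in 20), chance assignment of the mice cannot be set aside for either number. All 35 of 35 splits at each age gave at least the 0 genes with an adjusted p-value under 0.05. A count of 0 fixes this in advance. At least the 2568 and 1051 genes with an unadjusted p-value under 0.05 were given by 2 and 7 of the 35 splits. Chance assignment cannot be set aside for these numbers either. The genes changed in the same direction at both ages stand apart from this. Of 100 draws of splits within both ages, 1, the real one, gave as many as the 12 shared genes, the median draw gave 0, and the next largest gave 4. The shared genes are a hypothesis of lasting change that chance assignment does not explain in these mice.

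The clock score was not shown to differ between the groups. The MINO minus VEH difference was -1.45 at age 12 weeks (exact permutation p = 0.2) and 0.34 at age 18 weeks (exact permutation p = 0.486) in the listed mice, and -1.19 (p = 0.198, exact) and 1.06 (p = 0.183, exact) over all 5 per group. Between mice of 1 group, the clock genes that peak in opposite phases were inversely related over the 20 mice (r = -0.927, rho = -0.896, permutation p = 1e-05 for each, the smallest these permutations can give, and 2e-05 after adjustment for 2 relations). Without the 2 mice farthest from the median, r was -0.901. This is consistent with mice that differed in the time of collection or the state of their clock. The times of collection were not analysed here. Single clock genes did differ between the treatments when adjusted over their own list. Of the 4 tested from *Arntl* to *Cry1*, 2 at age 12 weeks and 1 at age 18 weeks had an adjusted p-value under 0.05, in both sets of mice. Of the 7 in the opposite phase, 0 did in the listed mice, and 1 at each age over all 5 per group. *Cry1* was higher at age 18 weeks without overlap of the groups (exact permutation p = 0.0286 in the listed mice). At age 12 weeks *Cry1* ran from 6.50 to 10.2 CPM in the listed VEH mice and from 9.63 to 19.6 CPM in the listed MINO mice. *Clock*, averaged with it in the score, ran the other way, from 25.3 to 62.6 CPM and from 14.3 to 43.8 CPM. Opposite changes of this kind cancel in part, so the score cannot exclude a difference in the state of the clock.

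For *Cyp7a1*, the clock score was tested as an explanation, since the level of this gene in the liver may follow the clock. Within groups its correlation with the clock score over the 20 mice was r = -0.474 (permutation p = 0.079) and rho = -0.340 (permutation p = 0.207), and r = -0.451 without the 2 mice farthest from the median. With the clock score as a covariate, the log2 fold change of the listed mice was 1.26 in place of 1.55 at age 12 weeks, and 1.09 in place of 1.05 at age 18 weeks. Over all 5 per group it was 1.05 in place of 1.34, and 0.90 in place of 0.52. The clock score is not shown to account for the difference, which does not exclude a difference in the time of collection. The choice of mice was tested as another explanation. With all 5 mice per group the log2 fold change was 1.34 at age 12 weeks, more than 50% of that in the listed mice, and 0.52 at age 18 weeks, less than 50%. With the clock score as a covariate all 5 kept more than 50% at age 18 weeks (0.90), so whether the difference at that age rests on the choice of mice is not settled.

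The 91 genes lower by at least 2-fold at age 12 weeks were long. The median exonic length of the 87 with a length was 5935 bases, against 3837 bases for random lists matched on mean level, at percentile 100. The rank correlation of the log2 fold change with exonic length across all genes was -0.428 at age 12 weeks and -0.163 at age 18 weeks in the listed mice, with genes not independent replicates. After correction of each library for length and GC content, 36 genes were lower. The correction also centers each library, and rescaling, which only centers, gave 39, so the smaller number is not shown to come from length. A length-dependent difference between the libraries, such as in RNA integrity or library preparation, could explain part of the number. RNA integrity was not tested. Of the 36 genes, 33 were among the 91, so it is not a full explanation.

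Genes of other liver cells were also tested as an explanation for the lower genes. At age 12 weeks the median log2 fold change was -0.78 for 10 endothelial genes, -0.79 for 8 Kupffer cell genes and -0.46 for 8 stellate cell genes, at percentiles 0, 0 and 0.17 of random lists matched on mean level. All 26 genes were lower in MINO mice, 21 of them with an unadjusted limma p-value under 0.05 and 0 with an adjusted one. Over all 5 per group these were 23 and 14. The mean log2 value of the 26 was 5.15 ± 0.23 in VEH mice and 4.47 ± 0.35 in MINO mice (SD, n = 4, exact permutation p = 0.0286). Over all 5 per group it was 5.20 ± 0.22 and 4.50 ± 0.31 (SD, n = 5, exact permutation p = 0.00794). The difference at age 18 weeks was -0.06 (exact permutation p = 0.686) in the listed mice and -0.02 (p = 0.905, exact) in all 5 per group. The listed means at that age, 4.21 in VEH mice and 4.14 in MINO mice, were both under the 4.47 of the MINO mice at age 12 weeks. Whether the ages differ was not tested for the list. Of the 35 splits at age 12 weeks, 1, the real one, gave a median as far from 0. After median-ratio rescaling the median log2 fold change of the 26 genes was -0.63, after correction for length and GC content it was -0.58, and with the clock score as a covariate it was -0.59, each at percentile 0 of random lists, with all 26 genes lower each time. Rescaling shifts all genes nearly alike, so its percentile was fixed in advance and does not test scaling. The median exonic length of the 26 genes was 3901 bases against 4125 bases for all genes with a length, and against random lists matched on exonic length the median of -0.74 was also at percentile 0. Chance assignment, gene length and the clock score did not account for it by these tests. A smaller share of RNA from these cells in the liver of minocycline-treated mice at age 12 weeks is a hypothesis, found and tested on the same data. These values do not tell it apart from a larger share in the vehicle-treated mice of that age. The part of the lobe that was sampled was not tested as an explanation.

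The paper's text on the liver names further genes, most of them measured by qRT-PCR, and their RNA-Seq values in the listed mice follow as log2 fold changes at ages 12 and 18 weeks. *Nr0b2* (SHP) was -0.82 (exact permutation p = 0.0286) and -0.12 (exact permutation p = 0.886). Over all 5 per group it was -0.61 (exact permutation p = 0.183) at age 12 weeks, with 17.4 CPM in VEH mouse 40 and 20.4 CPM in MINO mouse 50. *Nr1h4* (FXR) was 0.41 and 0.29 (exact permutation p = 0.0571 for each), and 0.44 and 0.25 over all 5 per group (exact permutation p = 0.0159 and 0.0476). *Fgfr4* was -0.34 (exact permutation p = 0.0571) and -0.16 (exact permutation p = 0.2), and over all 5 per group -0.37 (exact permutation p = 0.0159) and -0.10 (exact permutation p = 0.389). *Klb* was on the list set before the data were examined, but the paper's text does not name it. It was -0.50 (exact permutation p = 0.0286) and -0.35 (exact permutation p = 0.171), and over all 5 per group -0.52 (exact permutation p = 0.00794) and -0.45 (exact permutation p = 0.0476). *Igf1*, which the paper's text names as a serum protein, was 0.04 (exact permutation p = 0.829) and 0.42 (exact permutation p = 0.0286), and over all 5 per group 0.13 (exact permutation p = 0.381) and 0.38 (exact permutation p = 0.00794). *Cyp8b1* was -0.58 and 0.34, *Cyp27a1* 0.04 and -0.10, *Cyp7b1* -0.03 and 0.20, *Slc27a5* 0.11 and -0.22, and *Baat* -0.16 and 0.01. The exact permutation p-values of these 5 genes ran from 0.2 upward at both ages, and from 0.103 upward over all 5 mice per group.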
